# A cell autonomous regulator of neuronal excitability modulates tau in Alzheimer’s disease vulnerable neurons

**DOI:** 10.1093/brain/awae051

**Published:** 2024-03-11

**Authors:** Patricia Rodriguez-Rodriguez, Luis Enrique Arroyo-Garcia, Christina Tsagkogianni, Lechuan Li, Wei Wang, Ákos Végvári, Isabella Salas-Allende, Zakary Plautz, Angel Cedazo-Minguez, Subhash C Sinha, Olga Troyanskaya, Marc Flajolet, Vicky Yao, Jean-Pierre Roussarie

**Keywords:** Alzheimer, tau pathology, selective vulnerability, immediate early genes, DEK

## Abstract

Neurons from layer II of the entorhinal cortex (ECII) are the first to accumulate tau protein aggregates and degenerate during prodromal Alzheimer’s disease. Gaining insight into the molecular mechanisms underlying this vulnerability will help reveal genes and pathways at play during incipient stages of the disease. Here, we use a data-driven functional genomics approach to model ECII neurons *in silico* and identify the proto-oncogene DEK as a regulator of tau pathology.

We show that epigenetic changes caused by *Dek* silencing alter activity-induced transcription, with major effects on neuronal excitability. This is accompanied by the gradual accumulation of tau in the somatodendritic compartment of mouse ECII neurons *in vivo*, reactivity of surrounding microglia, and microglia-mediated neuron loss. These features are all characteristic of early Alzheimer’s disease.

The existence of a cell-autonomous mechanism linking Alzheimer’s disease pathogenic mechanisms in the precise neuron type where the disease starts provides unique evidence that synaptic homeostasis dysregulation is of central importance in the onset of tau pathology in Alzheimer’s disease.

## Introduction

Early stages of neurodegenerative disorders are characterized by the aggregation of ubiquitous proteins in discrete populations of brain cells and the degeneration of these cells. For most diseases this selective vulnerability pattern is unexplained, yet it could yield major insight into pathological mechanisms. Alzheimer’s disease (AD), the world-leading cause of dementia, is defined by the appearance of two hallmark pathological lesions, amyloid plaques [extracellular aggregates of amyloid-β (Aβ) peptides] and neurofibrillary tangles (intracellular aggregates of hyperphosphorylated tau, or NFTs). While plaques are widespread in the neocortex and hippocampus, NFTs follow a well defined regional pattern that is commonly used to stage the disease and that starts in principal neurons from layer II of the entorhinal cortex (ECII) during prodromal AD.^1-3^.

Neuroimaging studies have shown that NFTs are the feature that best correlates with regional cortical atrophy^4^ and clinical symptoms of the disease,^5,6^ suggesting a central role of tau in AD pathogenesis. The mechanisms responsible for the progression of neurodegeneration from the entorhinal cortex (EC) to regions that are affected later in the disease remain to be understood, but the propagation of pathological tau along axonal routes has recently gained attention.^7,8^ Subcortical structures like the locus coeruleus (LC) also display early dysfunction and phosphorylated tau accumulation in ‘pretangles’.^9-11^ However, the LC may present tau seed propagation activity only after the EC.^12,13^ ECII neurons might thus form pathological tau *de novo* at the onset of the disease and could be a reservoir for tau spread to other regions. Understanding why ECII neurons start accumulating tau during the earliest stages of AD could therefore reveal a major intervention point for disease-modifying drugs.

We recently used high quality molecular signatures of ECII neurons, along with a large compendium of genomics data to build maps of functional gene interactions within the context of ECII neurons.^14^ Contrasting ECII neurons with neurons more resistant to AD, we found that pathways related to microtubule remodelling were particularly salient in ECII neurons. To investigate AD processes in the specific context of ECII neurons, we used the NetWAS 2.0 (Network-Wide Association Study 2.0) algorithm, which leveraged our ECII functional map along with genome wide association study data for NFT formation.^14,15^ NetWAS 2.0 reprioritized genes based on their association with tau pathology within vulnerable neurons and identified four gene modules—groups of genes with predicted common involvement in biological pathways—potentially contributing to NFT formation in AD. Of of these four modules, one displayed higher connectivity, i.e. higher predicted functional interaction in common cellular processes, in ECII neurons than in any other neuron type, suggesting it might represent cellular processes that are more central in ECII neurons than in other neurons. Furthermore, genes within this module are involved in axonal plasticity and affected by two main AD drivers: ageing and amyloid pathology.^14^

In the present work, we hypothesized that this module could yield major insight into the cascade cell autonomously leading to tau pathology in ECII neurons in AD and searched for core regulators that perturb it. This led to the identification of the proto-oncogene DEK as a hub gene of this module.

Establishing a roadmap for the identification of neuron-type specific regulatory processes, we first experimentally validate in ECII neurons the predictions of our ECII-specific *in silico* models. We thus demonstrate that DEK is indeed a central regulator of the vulnerability module. We further show that perturbations in this module cause tau protein accumulation and somatic redistribution in EC neurons *in vitro* and *in vivo*. This is accompanied by epigenetic dysregulation of immediate early gene (IEG) induction, pathological alterations in neuronal excitability and microglia reactivity. Taken together, we give here proof-of-principle that our vulnerable neuron-centric systems-level approach can yield novel drivers of tau accumulation, and identify a link between several pathological processes occurring during incipient AD.

## Materials and methods

### Mouse models

ECII-bacTRAP mice were previously generated in our laboratory.^14^ They are transgenic for the BAC #RP23-307B16 where a cDNA encoding eGFP-L10a (enhanced green fluorescent protein fused to the L10a subunit of the ribosome) was integrated before the start codon of Sh3bgrl2. As a result, they express eGFP-L10a under the control of the regulatory regions of the ECII enriched Sh3bgrl2 gene, which leads to specific expression of eGFP-L10a expression in ECII neurons. Human-tau transgenic mice (hMAPT mice)^16^ were obtained from Jackson [B6.Cg-*Mapt*^tm1(EGFP)Klt^ Tg(MAPT)8cPdav/J, Strain #005491]. Experiments were performed in 12–15 month old hMAPT mice and 6–8 month old ECII-bacTRAP mice. The groups were age-matched for each experiment.

Mice were maintained on a 12 h dark/light cycle and provided with food and water *ad libitum*. All the mouse experiments were approved by the Rockefeller University Institutional Animal care and Use Committee (IACUC protocols #16902 and 19067-H) and Karolinska Institutet (4884-2019) ethical committee.

### Mouse primary neuron cultures

Entorhinal cortices from E17 C57Bl/6J mouse embryos (Jackson, stock 000664) were incubated at 37°C in 0.05% trypsin/EDTA (#T11493, ThermoFisher) for 10 min. After centrifugation, the tissue pellet was dissociated in Hank’s balanced salt solution (HBSS) containing 0.5 mg/ml DNAse I (Merck) with a glass Pasteur pipette. Cells were seeded at 50 000 cells/cm^2^ in Neurobasal medium (ThermoFisher), supplemented with 2% B-27 (ThermoFisher) and 2 mM GlutaMAX (ThermoFisher), and grown at 37 °C in a humidified 5% CO_2_-containing atmosphere. All experiments were performed after a minimum of 10 days *in vitro* (DIV).

### AAVs

Purified adeno-associated virus (AAVs) stocks were produced by Vector Biolabs. 

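The 21 bases of Dek that the silencing hairpin targets, CGAACTCGTGAAGAGGATCTT, lie in exon 6 of 11 within the coding sequence, on the minus strand of chromosome 13 from 47099377 to 47099397 of GRCm38, the assembly also named mm10. With 40 bases on each side the site reads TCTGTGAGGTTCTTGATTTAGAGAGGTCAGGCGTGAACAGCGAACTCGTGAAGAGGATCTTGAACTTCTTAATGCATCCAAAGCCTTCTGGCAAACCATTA. Among the transcripts of 20851 genes searched, 0 other genes held an exact match to the 21 bases, and 0 genes held a match to the target of the scrambled hairpin. Bases 11 to 17 of the Dek site, AAGAGGA, also occurred in the annotated 3′ UTR of 16.0% of 13420 genes with a 3′ UTR. The seed analysis of silencing used 13419 genes.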

The viruses used for *Dek* silencing were: AAV1-mCherry-U6-mDEK-shRNA (shRNA sequence: 5'-CCGG-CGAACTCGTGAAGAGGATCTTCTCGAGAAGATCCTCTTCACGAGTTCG-TTTTT −3’) and AAV1-mCherry-U6-scrmb-shRNA (control shRNA sequence: 5’- CCGG-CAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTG-TTTTT-3’). The viruses used for *Dek* overexpression were: AAV1-hSyn1-mDEK-IRES-mCherry (expressing the cDNA encoding for mouse DEK—NM_025900) and AAV1-hSyn1-mCherry-WPRE (empty control).

### Entorhinal cortex mouse primary neuron treatments

#### AAVs transduction

EC neurons in primary culture at 7 DIV were transduced by a full media change to media containing either control, mDEK-IRES or mDEK-shRNA AAVs at a concentration of 1 × 10^10^ genome copies per ml of media (GC/ml). Neurons were maintained in virus-containing media until the day of the experiment.

#### KCl stimulation

EC neurons were stimulated by adding either vehicle (PBS) or 50 mM KCl to the culture media. Neurons were incubated with KCl for the whole duration of the experiment.

### Epigenomics analysis

Mass spectrometry analysis of histone post-translational modifications (Mod-spec) and H3K36ac cleavage under targets and tagmentation (CUT&Tag) were performed by Activ Motif on primary EC neurons transduced with control or *Dek*-silencing AAVs (Supplementary material, ‘Methods’ section).

### Electrophysiology

Mouse EC neurons in primary culture were grown on glass coverslips. Coverslips were placed in a submerged chamber perfused with aerated artificial CSF: 124 mM NaCl, 30 mM NaHCO_3_, 10 mM glucose, 1.25 mM NaH_2_PO_4_, 3.5 mM KCl, 1.5 mM MgCl_2_, 1.5 mM CaCl_2_, at 36°C with a perfusion rate of 1–2 ml/min. Coverslips were left undisturbed for 5 min before any recording. Patch-clamp (whole-cell) recordings were performed with borosilicate glass microelectrodes (4–6 MΩ) from the soma of visually identified pyramidal cells using IR-DIC microscopy (Zeiss Axioskop) using a Multiclamp 700B (Molecular Devices). For neuronal electrophysiological properties and spontaneous excitatory postsynaptic current (sEPSC) measurements (Vh = −70 mV) a potassium-based intracellular solution was used: 122.5 mM K-gluconate, 8 mM KCl, 4 mM Na_2_-ATP, 0.3 mM Na_2_-GTP, 10 mM HEPES, 0.2 mM EGTA, 2 mM MgCl_2_, 10 mM Na_2_-Phosphocreatine, set to pH 7.2–7.3 with KOH, osmolarity 270–280 mOsm. The signals were sampled and low pass filtered at 2 kHz, digitized and stored using a Digidata 1440A and pCLAMP 10.4 software (Molecular Devices, CA, USA).

#### Resting membrane potential

Resting membrane potential (RMP) was determined in current-clamp mode after breaking the membrane and calculated from the mean of 1 min recording using Clampfit11.2.

#### Cell capacitance

Cell capacitance (Cm) and Tau (τ) values were taken directly from the Clampex membrane test tool and amplifier readings.

#### Input resistance

Input resistance was measured from subthreshold hyper and depolarizing current steps (−20 to 20 pA, 10 pA increments, 700 ms; Vh = −70 mV) and calculated using Clampfit11.2.

#### Rheobase

First-spike latency measurements were done by applying a rheobase protocol to PCs in current-clamp whole cell configuration to elicit the firing of a single action potential (AP) (10 pA increments, 300 ms). The current at which the first AP was fired was defined as current threshold. First-spike latency was then calculated as the time between the beginning of the test current pulse and the maximum amplitude of the AP.

#### Sag

To measure the absolute difference between the steady state decrease in the voltage and the largest decrease in the voltage following a hyperpolarizing step (sag), a hyperpolarizing current pulse was applied to primary cultures (Vh = −60 mV). Amplitude was calculated from the steady state of the current to the peak.

#### Action potential waveform

Long-lasting current steps to evoke one AP were used to analyse AP properties (10 pA increments, 700 ms). AP parameters [amplitude, firing threshold, half-width, maximum rise slope (MRS), time to MRS, maximum decay slope (MDS) and time to MDS], AP waveform plot and analysis were performed in Clampfit11.2.

#### Spontaneous excitatory postsynaptic currents

sEPSCs were detected off-line using MiniAnalysis software (Synaptosoft, Decatur, GA, USA). Charge transfer, event amplitude and event frequency were analysed using Microsoft Excel (Microsoft Office) and GraphPad Prism with the result representing average values taken over 1 min periods.

### Stereotaxic injections

AAVs were injected in the EC of adult mice using an Angle Two mouse stereotaxic frame with a motorized nanoinjector (Leica). Animals were anaesthetized with xylazine (4.5 mg/kg body weight) and ketamine (90 mg/kg body weight) injected peritoneally. An ophthalmic ointment was applied to the anaesthetized animals to prevent corneal drying during the procedure. AAVs were loaded in a 10 μl syringe (#7653-01, Hamilton) with a 33-gauge needle (#7803-05, Hamilton). AAVs (2 μl, 1 × 10^13^ GC/ml) were injected in the mouse EC (AP: −3.70; ML: −4.65; DV: −4.50) with the nanoinjector tilted −4.05°. The same volume and concentration of control AAVs were injected in the contralateral EC (AP: −3.70; ML: + 4.65; DV: −4.50) with a nanoinjector tilt of +4.05°. The injection rate was 0.4 μl/min. Bacitracin antibiotic gel was applied to the surgery wound, which was sutured with a non-absorbable monofilament. To compensate for fluid loss, warm sterile saline solution was injected intraperitoneally (3% of the body weight) and animals were kept on a heated pad and monitored until complete recover from anaesthesia. In cohorts with injection of *Dek* or control AAVs on contralateral sides, the hemisphere receiving the control AAV was alternated for each mouse to minimize potential confounders. The experimental unit was one EC hemisphere. In cohorts where *Dek* or control AAVs were injected bilaterally in different mice, mice receiving *Dek* or control AAVs were alternated. The experiment unit was one mouse (two pooled EC hemispheres). In all cases, the experimenter processing tissue was blinded to the AAV injected in each hemisphere or mouse. No mouse was excluded from the study after injection. The outcome measures were the number of surviving ECII neurons, the levels of Iba-1 around layer II and the total levels of phospho-tau.

### RNA sequencing

#### Primary culture RNAseq

For RNA sequencing (RNAseq) analysis of EC primary cultures, RNA was extracted 4 days after AAV transduction using the Purelink RNA kit. RNA (200 ng) was used to generate RNAseq libraries using the Truseq RNA sample prep kit. Libraries were sequenced using a NextSeq 500 Illumina sequencer.

#### bacTRAP-RNAseq

Entorhinal cortices from both hemispheres were isolated from individual mice and processed for bacTRAP, as previously described^14,17^ (Supplementary material, ‘Methods’ section).

### PLX5622 treatments

PLX5622 compound was obtained from MedChemExpress. Chow containing PLX5622 at 1200 ppm was manufactured by a trained diet preparation operator at Research Diets Inc in AIN-76A rodent diet. Animals were supplied with AIN-76A diet pellets either alone (control) or containing PLX5622 *ad libitum*. Diet supplementation was initiated 5 days before stereotaxic injections were performed and was maintained for the whole duration of the experiments.

### Mouse tissue processing

#### Analysis of mouse tissue samples by western blot and RT-qPCR

In order to reduce the number of animals used in this study and to have a consistent representation of the region of interest and injected area for both western blot and RT-qPCR analysis, dissected ECs were initially subjected to a fast homogenization in 100 μl RNAse free H_2_O supplemented with protease (ThermoFisher), phosphatase (PhoSTOP, Merck) and RNAse (40 U/ml RNAsin, Promega and 20 U/ml Superasin, ThermoFisher) inhibitors with a cordless motor pestle homogenizer. Immediately after, 45 μl of the homogenate was transferred to an RNAse-free tube, mixed with RNA extraction buffer and cleaned up using the Purelink RNA kit (see below). The remaining volume was lysed in RIPA protein extraction buffer (ThermoFisher).

#### Immunofluorescence analysis

Mice were anaesthetized with nembutal and perfused with PBS followed by 4% paraformaldehyde (PFA). Brains were then dissected and post-fixed in 4% PFA for 1 h. Afterwards they were washed with PBS and cryopreserved by incubation in increasing sucrose concentrations (5%, 15% and 30%). They were then embedded in optical coherence tomography (OCT) compound (TissueTek), cut in 40 μm-thick free-floating horizontal sections with a CM3050 Cryostat (Leica) and further preserved in cryoprotectant solution (50% ethylene glycol, 20% glycerol in PBS) at −20°C until further analysis.

### Western blot

Cells or mouse brain tissue was homogenized in RIPA buffer (ThermoFisher), supplemented with protease (ThermoFisher) and phosphatase (PhoSTOP, Merck) inhibitors. The cell extracts were then subjected to SDS-PAGE and transferred to a nitrocellulose membrane. Membranes were blocked in Intercept (TBS) blocking buffer (Li-Cor) 1 h at room temperature and blotted with the primary antibodies overnight at 4 °C. Antibodies used were AT8 (1:2000, ThermoFisher), p-Tau Th181 (1:1000, Cell Signaling), p-Tau Thr231 (1:1000, NovusBio), Tau (1:1000, Dako and Tau5 1:1000, Millipore), LC3a (1:1000, NovusBio) and Iba1 (1:1000, Wako). Beta actin (1:1000, Cell Signaling) or Gapdh (1:1000, Abcam) were used as loading control. The day after membranes were incubated with IRDye 800CW and 680RD mouse and rabbit secondary antibodies (Li-cor) for 1 h at room temperature. Signal detection was performed with a Oddisey scanning system (Li-Cor). Band intensity quantification was performed with the Image Studio Lite software.

### Immunofluorescence

EC neurons in primary culture were seeded in poly-D-lysine-coated round glass coverslips. After the treatments, they were fixed in 4% PFA for 10 min. Fixed cells were then blocked for 30 min in 1% bovine serum albumin (BSA), 0.1% Triton X-100, PBS (ThermoFisher) and incubated with the primary antibody overnight at 4°C. The antibodies used were AT8 (1:1000, ThermoFisher) and MAP2 (1:1000, Abcam). The day after, the cells were washed with PBS and incubated with the secondary antibody in PBS for 1 h at room temperature. The secondary antibodies used were Goat anti-mouse IgG (H + L) cross-adsorbed Alexa fluor 488 (ThermoFisher) and Goat anti-rabbit IgG (H + L) cross-adsorbed Alexa fluor 594 (ThermoFisher). DAPI was used as nuclear staining. Cells were then washed and mounted with ProLong Gold Antifade Reagent (ThermoFisher).

Free-floating horizontal sections (40 μm-thick) were permeabilized in 0.1% fish gelatin, 2% normal goat serum and 0.1% Triton X-100 in PBS for 30 min at room temperature. They were then stained overnight at 4°C with primary antibodies diluted in the same permeabilization buffer. Primary antibodies used were mCherry (1:1000, Abcam), Iba1 (1:1000, Wako), Reelin (1:500, Millipore), AT180 (1:1000, Novus Bio). The day after, samples were washed in PBS and incubated with secondary antibodies for 1 h at room temperature. The secondary antibodies used were Goat anti-mouse IgG (H + L) cross-adsorbed Alexa fluor 488 (ThermoFisher), Goat anti-chicken IgG (H + L) cross-adsorbed Alexa fluor 594 (ThermoFisher) and Goat anti-rabbit IgG (H + L) cross-adsorbed Alexa fluor 647 (ThermoFisher). After washing with PBS, autofluorescence was quenched with Eliminator reagent (Millipore Sigma) following the manufacturer’s instructions and mounted with ProLong Gold Antifade Reagent (ThermoFisher).

#### Image acquisition

All images were acquired on a Zeiss LSM 510 META laser scanning confocal microscope.

#### Iba1 and AT180 fluorescence intensity quantification in mouse sections

A minimum of three pictures were taken from different sections and from each hemisphere from the same mouse (shDEK and Control transduced). The region of interest was established manually by selecting the ECII and on slides where mCherry positive cells (AAV transduced) could be detected. Iba1 and AT180 fluorescence intensity was determined using the threshold selector to identify positive staining signal.

### RT-qPCR

#### Entorhinal cortex neurons in primary culture

RNA extraction, purification, reverse-transcription and qPCR were performed using the TaqMan Fast Advanced Cells-to-CT kit (ThermoFisher), according to the manufacturer’s instructions.

#### Mouse tissue homogenates

RNA was purified using the PureLink RNA mini kit with in-column DNAse-I digest (Qiagen) following the manufacturer’s instructions (ThermoFisher). RNA was then quantified in a nanodrop and ∼400 ng of RNA was reverse-transcribed using the SuperScript III First-Strand Synthesis System with a 1:1 mix of oligo dT and random hexamers oligonucleotides (ThermoFisher), followed by RNAse H digestion. cDNA was then used to run qPCRs using TaqMan Universal PCR master mix.

FAM-labelled TaqMan assays (ThermoFisher) used were: Mm00662582_m1 (*Dek*), Mm00656724_m1 (*Egr1*), Mm00463644_m1 (*Npas4*), Mm00521992_m1 (*Mapt*), Mm00438354_m1 (*Cx3cr1*), Mm07295529_m1 (*C1qa*), Mm00434455_m1 (*Itgam*), Mm99999057_m1 (*Ccl3*), Mm00449152_m1 (*Tyrobp*), Mm00444701_m1 (*Ccl24*), Mm00446026_m1 (*P2ry12*) and Mm00436767_m1 (*Spp1*). *Gapdh* was used as endogenous control (4352932E). All qPCRs were performed in a QuantStudio 12K-flex machine.

### Network connectivity analysis

To identify genes that are strongly connected to the AD vulnerability module, for each gene *g* in the ECII functional network, we calculated a z-score for vulnerability module connectivity:

$z_{\mathrm{connectivity}}=\frac{{\bar{x}}_{g}-\mu }{\sigma /\sqrt{n}}$ , where ${\bar{x}}_{g}$ is the mean of posterior probabilities between *g* and all genes in the AD vulnerability module, and *n* is the number of genes in the module. μ and σ are the mean and standard deviation, respectively of posterior probabilities of all genes in the network to gene *g*. Thus, high *z_connectivity_* represents stronger connectivity between gene *g* to the AD vulnerability module than expected based on gene *g*’s general connectivity patterns within the ECII network.

### Differential gene expression analysis

Following sequencing, adapter and low quality bases were trimmed by fastp^18^ from the raw sequencing files in FASTQ format. Cleaned reads were aligned to the mm10 reference genome using STAR version 2.7.1a.^19^ After alignment, the reads per kilobase of transcript per million mapped reads (RPKM) for all genes in each sample were calculated with R package edgeR.^20^ To analyse differential gene expression between samples, DESeq2^21^ was used, applying the standard comparison mode between two experimental groups.

### Variant effect prediction

Single nucleotide polymorphisms (SNPs) in linkage disequilibrium (LD) with rs145578678 in populations with European ancestry (based on 1000 Genomes phase 3 data collected from the Finnish populations in Finland, British populations in England and Scotland, Iberian populations in Spain, Toscani populations in Italy, and Utah residents with Northern and Western European ancestry) were obtained from Ensembl (release 110)^22^ and analysed with DeepSEA using the Beluga model (https://hb.flatironinstitute.org/deepsea/, hg38 Genome assembly). Only predictions with *P*-value < 0.05 after Bonferroni correction were considered.

### Mass spectrometry analysis of protein abundance

Protein identification and quantification was performed by liquid chromatography-tandem mass spectrometry by the Proteomics Biomedicum Core Facility at the Karolinska Institutet (Supplementary material, ‘Methods’ section).

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 10. Statistical details can be found in the figure legends. In the figures throughout the manuscript, we use the usual *P*-value convention: *0.01 < *P*-value ≤ 0.05; **0.001 < *P*-value ≤ 0.01; ***0.0001 < *P*-value ≤ 0.001; ****0.0001 ≤ *P*-value.

## Results

### Data-driven identification of a tau pathology driver in ECII neurons

To determine drivers of tau pathology in ECII neurons, we honed in on the AD vulnerability module identified by the aforementioned NetWAS 2.0 approach.^14^ We calculated the connectivity of every gene in the ECII functional network to genes in the AD vulnerability module (Supplementary Table 1). Intuitively, high connectivity to genes in the AD vulnerability module indicates a strong functional relationship as a potential regulator of this module. The gene with the highest connectivity to this module was *DEK*, suggesting that it might be a core regulator of tau pathology within vulnerable neurons. Moreover, in the ECII neuron functional network, *DEK* was also predicted to be one of the closest functional interaction partners of *MAPT*, the gene that codes for tau (connectivity score 0.976, ranked 20 out of 23 950; data publicly available at alz.princeton.edu) (Supplementary Table 1), further indicating that DEK might be key to ECII vulnerability.

*DEK* codes for the proto-oncogene DEK, a nuclear phosphoprotein that was identified for the first time in patients with acute myeloid leukaemia^23^ and is frequently upregulated in solid tumours.^24^ It has also been associated with several autoimmune diseases.^25^ DEK is ubiquitously expressed in the CNS (Supplementary Fig. 1), although its role there remains largely unknown. We therefore aimed to characterize DEK function in ECII neurons, and its potential contribution to pathological processes leading to AD.

### DEK regulates vulnerability-associated gene module in the entorhinal cortex

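RNA was sequenced from entorhinal cortex (EC) neurons in culture in 4 groups of 3 wells each: Dek-silencing hairpin, scrambled hairpin, Dek cDNA and empty vector. The cultures came from C57BL/6J embryos at embryonic day 17, received the viruses at 7 days in vitro and were collected 4 days later. The deposited values were the authors' estimated counts per gene for 24100 genes in 12 libraries, of which 38.6% were not whole numbers. The counts summed to 15679567 to 17981481 per library in silencing, 17126962 to 17932126 in the scrambled control, 17143819 to 18933382 in overexpression and 17078551 to 18555472 in the empty vector control. Each virus was tested against its own control with edgeR (quasi-likelihood F test, 3 libraries against 3), and an adjusted p below 0.05 over all genes tested was taken as a change. Libraries of the same group correlated at a mean r of 0.990 to 0.994 on log2 CPM, scrambled and empty vector libraries at 0.983, and scrambled and silencing libraries at 0.967. The 2 controls were not interchangeable: 6072 of 14096 genes differed between them, and transcripts of Y-linked genes summed to 57.0 ± 2.90 CPM in the 6 hairpin libraries and 101 ± 7.08 CPM (mean ± SD) in the other 6.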

We modulated *Dek* expression in mouse EC neuron primary cultures by transducing them with AAVs carrying either a cDNA coding for *Dek*, a silencing small hairpin RNA (shRNA) directed against *Dek*, or their respective controls. 

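Dek, which encodes a chromatin-binding protein, fell from 36.7 ± 0.78 CPM in the scrambled control to 7.80 ± 1.01 CPM in Dek-silenced neurons (mean ± SD, n = 3 wells per group), a log2FC of −2.23 (SE 0.10, edgeR adjusted p = 1.3e-08). In Dek-overexpressing neurons Dek rose from 38.2 ± 2.49 CPM in the empty vector control to 141 ± 13.4 CPM, a log2FC of 1.89 (SE 0.08, adjusted p = 1.4e-08). Between the scrambled and empty vector controls Dek was at a log2FC of −0.10 (SE 0.07, adjusted p = 0.23), which did not pass the test, and at 0.0028 after correction for GC content and transcript length.

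**Figure D1:**
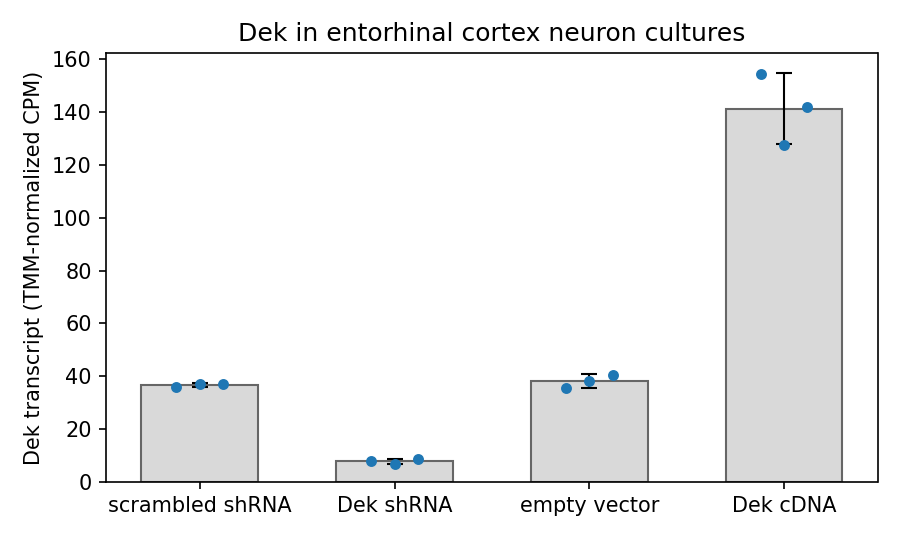
Dek transcript in CPM (TMM-normalized) in the 4 groups of EC neuron cultures, with bars for the mean, error bars for the SD and dots for the 3 libraries of each group. The 3 silenced libraries lie below and the 3 overexpressing libraries above all control libraries.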

Transduction with these viruses led to a very significant overexpression and silencing of *Dek*, respectively [overexpression log2FC = 1.79, false discovery rate (FDR) = 4.33 × 10^−80^; silencing log2FC = −2.18, FDR = 1.55 × 10^−58^) (Fig. 1B, Supplementary Fig. 2C and Supplementary Table 2). This was accompanied by a significant downregulation of DEK protein levels in *Dek*-silenced neurons *in vitro* (Supplementary Fig. 4B). RNAseq followed by differential gene expression (DGE) analysis 4 days after transduction showed that *Dek* silencing has larger effects on the transcriptional landscape of the cells than DEK overexpression (Fig. 1A and B andSupplementary Fig. 2Band 2C). 

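In Dek-silenced neurons 7790 of 14232 genes changed, 3730 higher and 4060 lower, and 1499 of them changed by more than 1 log2 unit. Genes that fell furthest included Doc2b, a calcium sensor of vesicle release (log2FC = −2.95, SE 0.14, n = 3 per group), Npr3, a natriuretic peptide clearance receptor (−2.92, SE 0.15), Tmcc2 (−2.70, SE 0.10), Chd3, a chromatin remodeller of the NuRD complex (−2.66, SE 0.07), Habp4 (−2.59, SE 0.07) and Slc8a1, a sodium-calcium exchanger (−2.45, SE 0.08). Genes that rose furthest included Syde1 (3.08, SE 0.22), Capn6 (2.85, SE 0.20), Cish, an inhibitor of cytokine signalling (2.71, SE 0.09), the heparan sulphate proteoglycan Sdc1 (2.66, SE 0.16) and Tuft1 (2.60, SE 0.16). In Dek-overexpressing neurons Dek was the 1 gene of 14089 that changed by edgeR and by limma-voom, DESeq2 called 4 genes (Dek, Cck, Wif1 and Nptx2), and 930 genes had an unadjusted p < 0.05. The 25 genes labelled in Fig. 1B, which the study chose on these libraries and which are therefore not independent evidence, all had an adjusted p < 0.001, with 10 higher and 15 lower, and 10 of the lower and 2 of the higher carried AAGAGGA in the 3′ UTR. Of the genes named here, Doc2b, Npr3, Tmcc2, Chd3, Slc8a1 and Cish carried it. The difference between the 2 responses was itself tested: 6287 genes responded differently to silencing and to overexpression in edgeR (2972 more positively to silencing, 3315 more negatively). Among them was Dek (difference −4.10, SE 0.13), which moved in opposite directions. The difference is signed, so genes with opposite responses of equal size count too, and it cannot show which response was larger. Scaling by library size alone turned the balance of the silencing calls to 4793 higher and 3210 lower. The overexpression count was 7 without empty vector replicate 1, 6 without overexpression replicate 2, 2 without overexpression replicate 3, 7 without a filter on low counts and 4 after correction for GC content and transcript length.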

To study DEK function *in vivo*, we silenced *Dek* in ECII neurons of ECII-bacTRAP (bacterial artificial chromosome–translating ribosome affinity purification) mice previously generated in our laboratory (Supplementary Fig. 2A). ECII-bacTRAP mice permit immunoprecipitation and RNAseq profiling of actively translated mRNA from these neurons as previously described.^14,17^ Perturbing *Dek* expression in the EC of these mice thus allows us to measure ECII-specific gene expression regulation by DEK. BacTRAP-RNAseq analysis 1 week after AAV injection confirmed the successful silencing of *Dek* in ECII neurons (log2FC = −0.78, FDR = 0.039) (Fig. 1E and Supplementary Table 2).

**Figure 1:**
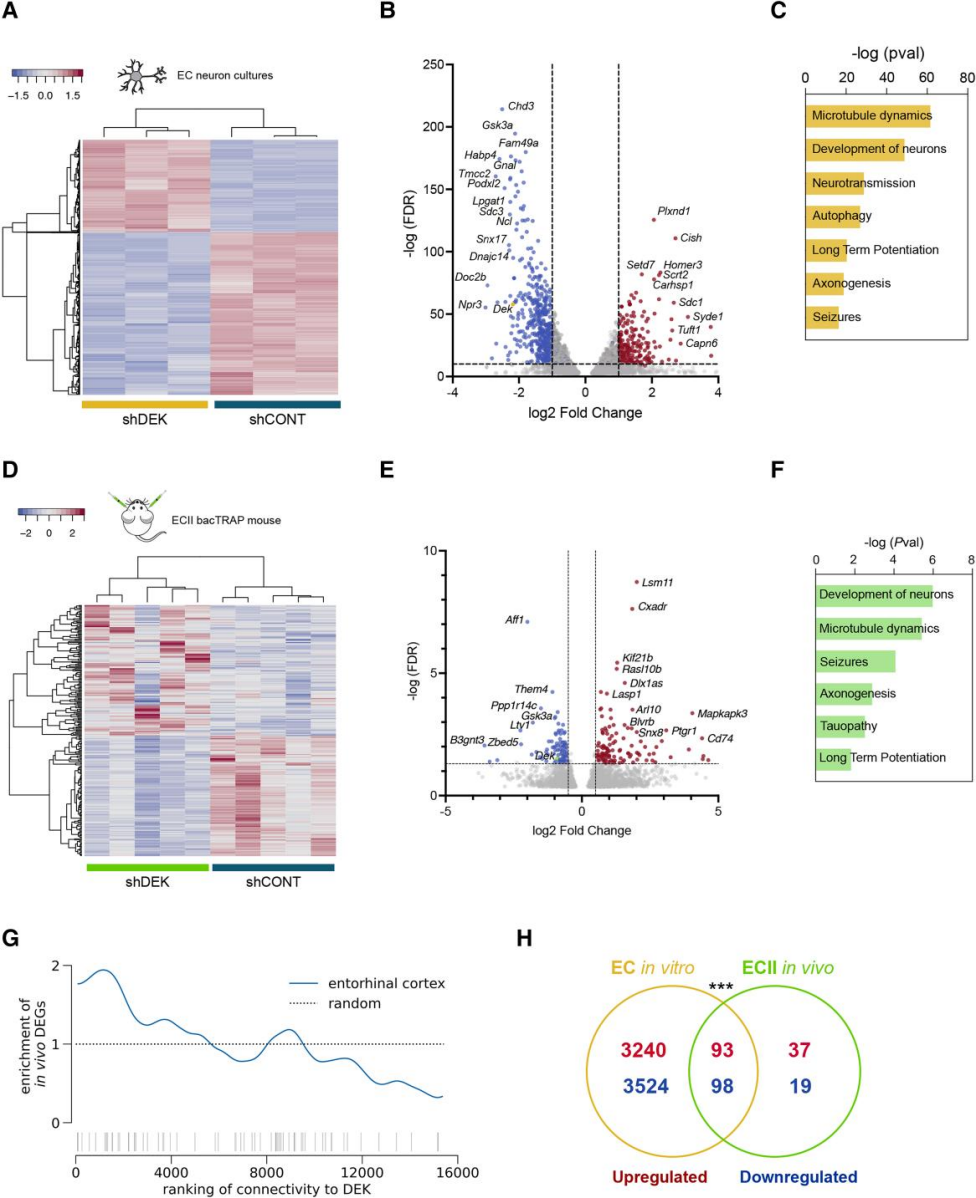
**Gene expression changes in EC neurons triggered by downregulation of *Dek in vitro* and *in vivo***. (**A**) Heat map of the differentially expressed genes (DEGs) between control (CONT) and *Dek*-silenced primary neurons (*n* = 3 wells for each group). (**B**) Volcano plot of DEGs between control and *Dek*-silenced primary neurons. (**C**) Pathways that are altered in *Dek*-silenced primary neurons compared to control. (**D**) Heat map of the DEGs between control and *Dek*-silenced ECII neurons *in vivo* (*n* = 5 mice per group). (**E**) Volcano plot of DEGs between control and *Dek*-silenced ECII neurons *in vivo*. (**F**) Pathways that are altered in *Dek*-silenced ECII neurons *in vivo* compared to control. (**G**) Enrichment analysis of DEGs [false discovery rate (FDR) < 0.05, denoted in the rug plot, *bottom*] between control and *Dek*-silenced ECII neurons *in vivo* demonstrates strong enrichment within genes ranked by probability of functional interaction with *DEK* in the EC network (blue). Dashed line represents expected enrichment if given random predictions. (**H**) Venn diagram that shows a significant overlap of up- and downregulated DEGs between *Dek*-silenced neurons *in vitro* and *in vivo*. Fisher’s exact test *P*-value < 0.001. EC = entorhinal cortex; sh = small hairpin.

We used these gene expression data to test the accuracy of the *in silico* ECII functional network. Genes predicted to be highly functionally connected to *DEK* in ECII neurons were indeed more affected by *Dek* silencing in primary EC neurons *in vitro* [*P*-value < 2.2 × 10^−16^, one-sided Wilcoxon rank sum test of DEGs FDR < 0.05 (Supplementary Fig. 3) and ECII neurons *in vivo* (*P*-value = 2.89 × 10^−11^), one-sided Wilcoxon rank sum test of DEGs FDR < 0.05, Fig. 1G] than expected by chance. These results confirm the predictive power of our functional network to reveal novel cell-type specific hub genes. We next tested whether DEK indeed regulates genes from the AD vulnerability module identified by NetWAS 2.0.^14^ Genes in the vulnerability module were indeed more differentially expressed after *Dek* silencing *in vivo* than expected by chance (*P*-value = 1.76 × 10^−07^, Fisher’s exact test), thereby validating DEK as a regulator of this module, with the potential to affect pathological mechanisms in ECII.

Pathway analysis (Ingenuity pathway analysis, DEGs FDR < 0.05) revealed that some of the most significantly downregulated pathways in *Dek*-silenced primary neurons are associated with microtubule dynamics (*P*-value = 2.94 × 10^−62^), development of neurons (*P*-value = 1.41 × 10^−49^), autophagy (*P*-value = 1.21 × 10^−27^) and axonogenesis (*P*-value = 1.50 × 10^−19^). 

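Of 79 microtubule and microtubule-associated genes, 41 fell and 14 rose in Dek-silenced neurons (43 and 15 adjusted over the list alone). Map9 (log2FC = −1.23, SE 0.06, n = 3 per group), the axonal motor subunit Kif5a (−1.20, SE 0.05), Map1a (−1.07, SE 0.05) and the plus-end protein Mapre1 (−1.07, SE 0.05) fell, whereas the dynactin subunit Dctn1 (0.52, SE 0.05), Map4 (0.44, SE 0.04) and the tubulin cofactor Tbcb (0.36, SE 0.05) rose. Neurofilament transcripts fell further, Nefm with a log2FC of −2.41 (SE 0.16) and Nefl with −2.27 (SE 0.21). They belong to 9 pan-neuronal markers, of which 6 fell and 1 rose (the same adjusted over the list alone). Among 68 axon guidance and outgrowth genes, 29 fell, such as the Slit receptor Robo1 (−1.37, SE 0.09) and Rtn4, which encodes Nogo (−1.32, SE 0.05), and 19 rose, such as Nrp1 (0.78, SE 0.08) and Sema6b (0.44, SE 0.08) (30 and 19 adjusted over the list alone). The semaphorin receptor Plxnd1 rose by 2.05 (SE 0.08) against the scrambled control but by 0.41 (SE 0.06) against the empty vector control. Beside these, markers of other cells were higher: 4 of 5 oligodendrocyte markers rose, among them Mbp (1.28, SE 0.13) and Cnp (1.28, SE 0.14), and 1 fell. Of 5 precursor markers 3 rose, among them Pdgfra (1.86, SE 0.45), which passed no longer without silencing replicate 2 (adjusted p = 0.053). Against the empty vector control Mbp was at −0.10 (SE 0.10, adjusted p = 0.41), Pdgfra at 0.77 (SE 0.48, adjusted p = 0.22), Tbcb at 0.74 (SE 0.05) and Nrp1 at 0.48 (SE 0.06). Both counts were the same adjusted over the list alone. As groups tested with camera (limma), the microtubule genes moved down (adjusted p = 0.018, and adjusted p = 0.60 with an estimated correlation and 0.072 with a minimum of 5 CPM). The pan-neuronal markers (adjusted p = 0.073), the axon guidance genes (0.40), the oligodendrocyte markers (0.14) and their precursors (0.15) did not pass. The precursors did pass without silencing replicate 1 (adjusted p = 0.029) and with the replicate number as a block (0.017). Astrocyte markers showed no shift (median −0.01, mean 0.10, adjusted p = 0.96). AAGAGGA was present in the 3′ UTR of 6 of the 41 lower and 2 of the 14 higher microtubule genes, of 10 of the 29 lower and 1 of the 19 higher axon guidance genes, Kif5a and Robo1 included, and of Nefl.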

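In Dek-silenced neurons Camk4, a calcium-dependent kinase that acts on CREB (log2FC = −1.46, SE 0.10, n = 3 per group), Camk2d (−1.03, SE 0.07) and the phospholipase Plcb1 (−0.91, SE 0.06) fell, while the small GTPase Rap1b (0.87, SE 0.08) and Prkaca, a catalytic subunit of protein kinase A (0.25, SE 0.05), rose. They belong to 60 long-term potentiation (LTP) signalling genes, of which 27 fell and 9 rose (27 and 10 adjusted over the list alone). Of 52 synaptic vesicle and release genes, Doc2b among them, 25 fell and 7 rose (26 and 7 adjusted over the list alone). By camera (limma) the LTP genes moved down (adjusted p = 0.043, and 0.62 with an estimated correlation), as did the vesicle genes (adjusted p = 0.043, and 0.60 with an estimated correlation). The LTP call was kept in 4 of 11 alternatives (adjusted p from 0.022 to 0.62) and the vesicle call in 6 (0.029 to 0.60). AAGAGGA lay in the 3′ UTR of 12 of the 27 lower LTP genes, including Camk4, Camk2d and Plcb1, and 1 of the 9 higher, and of 9 of the 25 lower and 2 of the 7 higher vesicle genes. Prkaca was at 0.53 (SE 0.05) against the empty vector control.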

Synaptic long-term potentiation (LTP) was also significantly decreased (*P*-value = 5.09 × 10^−21^) (Fig. 1C). Considering the modest number of significantly modified genes upon *Dek* overexpression by adjusted *P*-value, we performed pathway analysis on genes with nominally significant *P*-values (*P*-value < 0.05). These results showed that similar pathways, including LTP (*P*-value = 7.61 × 10^−5^), microtubule dynamics (*P*-value = 2.71 × 10^−11^) and development of neurons (*P*-value = 3.07 × 10^−8^) were consistently altered in *Dek*-overexpressing neurons (Supplementary Fig. 2D), supporting the notion that DEK plays a role as a modulator of synaptic transmission and plasticity in EC neurons. 

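In Dek-overexpressing neurons the activity-regulated genes lay below control: of 25 late activity-regulated genes, 11 had an unadjusted p < 0.05 and all 11 were lower (0 higher and 11 lower adjusted over the list alone), with a median log2FC of −0.21. Of 35 immediate early genes 12 were lower and 1 higher at that level (3 and 1 adjusted over the list alone), with a median of −0.12. Egr1 itself was at 0.18 (SE 0.18, n = 3 per group, adjusted p = 0.91). Of 29 integrated stress and unfolded protein response genes, 8 were lower at the unadjusted level and 0 higher (2 lower adjusted over the list alone; median −0.12). Of 60 LTP genes 11 had an unadjusted p < 0.05, 6 higher and 5 lower, a share of 18.3% against 6.60% of all genes (one-sided Fisher exact test, adjusted p = 0.014 over 34 lists), in a test chosen after the values were seen. The corresponding counts were 9 of 79 microtubule genes (6 higher and 3 lower, adjusted p = 0.28) and 7 of 68 axon guidance genes (adjusted p = 0.45). None of these genes passed edgeR over all genes tested, limma-voom called none of them, and DESeq2 called 1, Nptx2. Camera (limma) gave a downward shift of the late activity-regulated genes (adjusted p = 2.6e-07), the immediate early genes (0.00045) and the stress response genes (3.9e-05), each lost at adjusted p = 0.35 with an estimated correlation. Markers of GABAergic neurons, tested in the same way, lay below control too (median −0.13, 3 of 10 lower at an unadjusted p < 0.05 and 0 adjusted over the list alone; camera, adjusted p = 0.0025, and adjusted p = 0.62 with an estimated correlation). Camera gave no shift of the LTP genes (adjusted p = 0.90; median 0.0056, mean −0.0077), the microtubule genes (0.70) or the axon guidance genes (0.98; median −0.0029, direction up). The 4055 genes lower in silencing and the 3583 higher in silencing had medians of 0.01 and −0.01 in overexpression (camera, adjusted p = 0.28, and 0.42 with an estimated correlation), and passed the test without overexpression replicate 2 (adjusted p = 0.048). From its pathway results the paper proposes that DEK modulates synaptic transmission and plasticity in EC neurons.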

In agreement with the *in vitro* data, pathway analysis (Ingenuity pathway analysis, DEGs FDR < 0.05) revealed alterations in cellular functions related to microtubule dynamics (*P*-value = 3.80 × 10^−6^), development of neurons (*P*-value = 1.06 × 10^−6^) and LTP (*P*-value = 0.038) in *Dek*-silenced ECII neurons *in vivo* compared to the control (Fig. 1F). Indeed, we found a significant overlap between the DEGs in *Dek*-silenced neurons *in vitro* and *in vivo* (Fig. 1H).

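Of the genes that the paper's in vivo table lists as lower in Dek-silenced EC neurons, 97 of the 113 tested here also fell in culture, against 32.2 expected (Fisher exact test, odds ratio 15.5, p = 3.9e-37), and of those it lists as higher, 97 of 127 rose, against 33.3 expected (odds ratio 9.32, p = 2.7e-32). The direction was the same for 223 of 240 genes. Gsk3a, which encodes a tau kinase, fell in both (log2FC = −2.12, SE 0.05, n = 3 per group; the paper's in vivo value −0.99), as did Fam49a (−1.80, SE 0.05; the paper's −0.60) and the autophagosome gene Gabarapl1 (−0.93, SE 0.06; the paper's −0.55). Hexa, a lysosomal hexosaminidase subunit (1.19, SE 0.06; the paper's 1.13), Hcn3 (0.80, SE 0.07; the paper's 1.26) and the repressor Scrt2 (2.21, SE 0.10; the paper's 1.22) rose in both. Both experiments used the same hairpin, and AAGAGGA was present in the 3′ UTR of 43 of 113 lower and 13 of 126 higher genes of the in vivo table, Gsk3a and Fam49a among the lower.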

### DEK epigenetically regulates the induction of *Egr1* expression

DEK has been previously identified as a chromatin-binding protein that plays a variety of roles in the regulation of chromatin structure and gene expression.^26,27^ To explore whether the effects observed on neuronal function are initiated by alterations in chromatin accessibility, we performed ATAC-seq (assay for transposase-accessible chromatin using sequencing) in primary cultures of EC neurons 4 days after *Dek* silencing. Our results showed differences in chromatin accessibility at the promoter regions of a total of 20 genes (Supplementary Table 2). These alterations were accompanied by differential expression of 13 of these genes, determined by our previous *in vitro* RNAseq analysis (Fig. 2A). 

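Of the 20 genes that the paper lists with a change in promoter accessibility, 19 were tested here and 15 changed in Dek-silenced neurons, 10 lower and 5 higher. Besides Egr1, the largest decreases were in Afap1, an actin filament adaptor (log2FC = −1.47, SE 0.06, n = 3 per group), Sdccag8 (−0.96, SE 0.11), the MYC antagonist Mnt (−0.85, SE 0.08), Bicdl1 (−0.81, SE 0.07) and Tmx4 (−0.81, SE 0.07). Hspa2 (−0.52, SE 0.11), Eapp (−0.51, SE 0.07), Hdgfrp2, the paper's Hdgfl2 (−0.29, SE 0.06), and Mib2 (−0.25, SE 0.07) also fell. Mxd1, a MAX-binding repressor (1.56, SE 0.14), Kctd7 (0.59, SE 0.07), the transcription factor Foxo3 (0.50, SE 0.13), Ubap2l (0.30, SE 0.05) and 4931428F04Rik (0.18, SE 0.05) rose. Camsap1 (−0.05, SE 0.05), Tob1 (−0.06, SE 0.09), Fasn (0.09, SE 0.07) and 4930526I15Rik (−0.12, SE 0.26) did not pass the edgeR test over all genes. The list was chosen by the study in its own cultures. Mib2 passed no longer with scaling by library size (adjusted p = 0.10), nor did 4931428F04Rik without scrambled replicate 3 (adjusted p = 0.066) or after correction for GC content and transcript length (0.13), while Fasn passed with scaling by library size or with that correction. With the empty vector as control Foxo3 was at −0.24 (SE 0.11, adjusted p = 0.064), 4931428F04Rik at −0.21 (SE 0.06, adjusted p = 0.0054), Hdgfrp2 at −0.08 (SE 0.06, adjusted p = 0.26), Hspa2 at −0.93 (SE 0.10), Mib2 at −0.40 (SE 0.07) and Ubap2l at 0.18 (SE 0.05). Camsap1 passed in that comparison, at −0.40 (SE 0.06, adjusted p = 3.8e-05), and Tob1, Fasn and 4930526I15Rik did not.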

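Egr1 (Entrez 13653, chromosome 18, 34861207 to 34864956, GRCm38), an activity-induced transcription factor, fell from 59.1 ± 3.46 CPM in the scrambled control to 16.3 ± 3.12 CPM in Dek-silenced neurons (mean ± SD, n = 3 per group; log2FC = −1.86, SE 0.12, edgeR adjusted p = 3.7e-07). The response of Egr1 also differed between silencing and overexpression (difference −2.02, adjusted p = 7.8e-05). Against the empty vector control the log2FC of the silenced libraries was −2.22 (SE 0.23). Its 3′ UTR held no AAGAGGA.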

Interestingly, as shown in Fig. 2A, the IEG *Egr1* was downregulated (FDR = 4.12 × 10^−48^), with the largest fold change (log2FC = −1.85) among these genes. Furthermore, as shown in our bacTRAP-RNAseq data (Supplementary Table 2), *Egr1* was the only gene that was also differentially expressed (downregulated, log2FC = −0.81) in *Dek*-silenced ECII neurons 1-week post-transduction *in vivo* (FDR = 0.013). Counterintuitively, the downregulation of *Egr1* was accompanied by increased chromatin accessibility at its proximal enhancer and promoter regions (FDR = 0.0409) (Fig. 2B).

**Figure 2:**
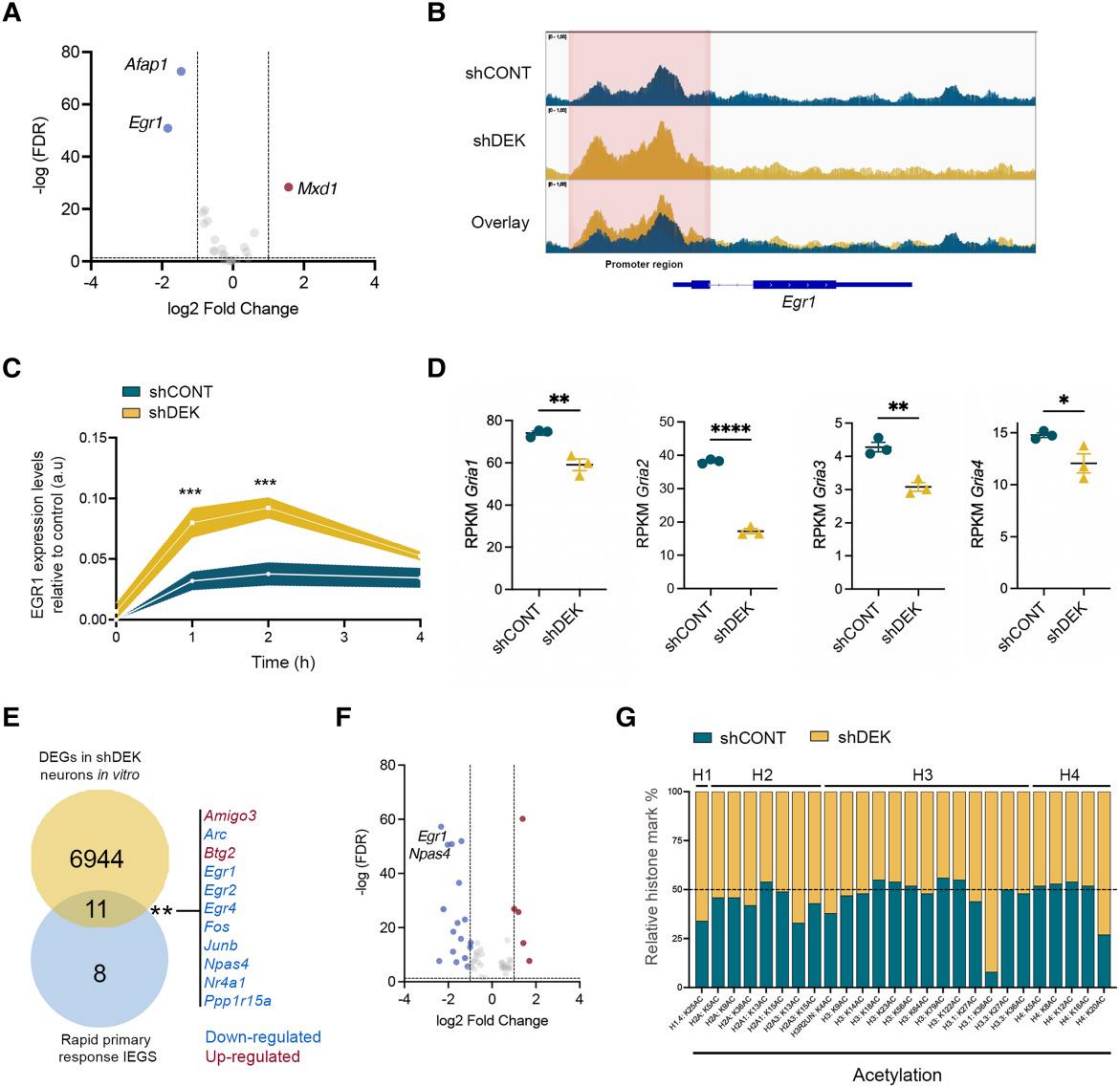
**Effect of *Dek* silencing on chromatin accessibility, immediate early gene expression and histone marks**. (**A**) Volcano plot of the differentially expressed genes (DEGs) *in vitro* that also showed alterations in chromatin accessibility at their loci (*n* = 3 wells per group). (**B**) Representative ATACseq tracks of *Dek*-silenced (yellow), control (CONT) neurons (blue) and their overlay. (**C**) Expression levels of *Egr1* after 1, 2, 3 and 4 h of induction with 50 mM KCl in control and *Dek*-silenced neurons. Two-way ANOVA Sidak’s multiple comparisons test *P*-value = 0.0006 (1 h), 0.0001 (2 h) (two independent experiments with three replicates per time point and group; additional experiments with consistent results were performed). (**D**) AMPA receptor subunits expression levels in control and *Dek*-silenced neurons *in vitro*. *P*-value = 0.0070 (*Gria1*), *P* < 0.0001 (*Gria2*), *P* = 0.0036 (*Gria3*), *P* = 0.0446 (*Gria4*). (**E**) Venn diagram of the overlap between rapid primary response immediate early genes (IEGs) and DEGs in *Dek*-silenced neurons *in vitro*. Fisher’s exact test *P*-value = 0.0095. (**F**) Volcano plot of all the IEGs that are differentially expressed in *Dek*-silenced neurons compared to controls. (**G**) Relative abundance of acetylated histone marks in control and *Dek*-silenced neurons (*n* = 1 well per group). FDR = false discovery rate; RPKM = reads per kilobase of transcript per million mapped reads.

IEG expression is induced within minutes after neuronal activation and they are essential cell-autonomous modulators of long-term neuronal plasticity and learning.^28-30^. To test the effect of DEK on Egr*1* expression dynamics, we used 50 mM KCl to cause neuronal depolarization and calcium influx in a manner that is independent of synaptic transmission. We then monitored the expression levels of *Egr1* over time using quantitative PCR. As expected, KCl caused a large transient increase in *Egr1* expression in control neurons. Strikingly though, KCl led to a 2.5-fold higher induction of *Egr1* expression in EC neurons where *Dek* was silenced compared to control (Fig. 2C). This effect is likely mediated by the higher chromatin accessibility at the proximal enhancer and promoter regions of the gene and suggests that the downregulation of *Egr1* at baseline is due to secondary alterations in neuronal activity. Indeed, secondary transcriptional changes follow to maintain homeostasis in the network since we observed decreased expression of all AMPA receptors: *Gria2* (FDR = 1.68 × 10^−52^, log2FC = −1.22), *Gria3* (FDR = 6.91 × 10^−9^, log2FC = −0.57), *Gria1* (FDR = 4.29 × 10^−7^, log2FC = −0.43) and *Gria4* (FDR = 1.23 × 10^−4^, log2FC = −0.35) (Fig. 2D), likely curbing intrinsic neuronal activity. 

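The 4 AMPA receptor subunit genes fell in Dek-silenced neurons: Gria2, whose product limits calcium entry through the receptor, from 331 ± 6.61 to 140 ± 11.5 CPM (log2FC = −1.24, SE 0.06, adjusted p = 2.3e-08, n = 3 per group), Gria3 by 0.59 (SE 0.08, adjusted p = 4.8e-05), Gria1 by 0.44 (SE 0.06, adjusted p = 7.9e-05) and Gria4 by 0.41 (SE 0.08, adjusted p = 0.0015). The count was the same adjusted over the list alone. As a group they moved down (camera in limma, adjusted p = 0.043, and 0.67 with an estimated correlation), a call kept in 7 of 11 alternatives, with adjusted p from 0.020 to 0.67. Gria2 was also lower in the scrambled than in the empty vector control (log2FC = −0.58, SE 0.04), but not after correction for GC content and transcript length (−0.07, adjusted p = 0.14). Gria4 was at −0.70 (SE 0.09) in silencing against the empty vector control. Gria1 and Gria2 carried AAGAGGA in the 3′ UTR.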

As a consequence, we observed a significant overlap between genes differentially expressed after *Dek* silencing and a published set of rapid primary response IEGs,^31^ most of which were downregulated in *Dek*-silenced neurons (Fig. 2E). 

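Of the 11 immediate early genes of Fig. 2E, 8 fell and 2 rose in Dek-silenced neurons. Besides Egr1, the stress phosphatase subunit Ppp1r15a (log2FC = −2.20, SE 0.34, adjusted p = 0.0040, n = 3 per group), the activity-dependent transcription factor Npas4 (−2.02, SE 0.15, adjusted p = 1.1e-05), Egr2 (−1.81, SE 0.24), Junb (−1.12, SE 0.35, adjusted p = 0.043), Egr4 (−1.04, SE 0.23), Arc, which acts in AMPA receptor endocytosis (−1.01, SE 0.12), and Fos (−0.98, SE 0.27, adjusted p = 0.032) fell. Amigo3 (0.62, SE 0.18) and the antiproliferative gene Btg2 (0.44, SE 0.08) rose, and Nr4a1 was at −0.79 (SE 0.27, adjusted p = 0.051). The study chose these genes on the same libraries, so the count is not independent evidence of their direction. In a wider list of 36 immediate early genes, 11 fell and 4 rose (10 and 4 adjusted over the list alone); Cyr61 fell by 2.06 (SE 0.13), whereas the ubiquitin ligase component Fbxo33 (1.17, SE 0.10) and Apold1 (1.10, SE 0.23) rose. AAGAGGA was present in the 3′ UTR of Amigo3, Btg2 and Apold1, all of which rose, and of 1 of the 11 lower genes of the wider list. Against the empty vector control Btg2 was at 0.14 (SE 0.10, adjusted p = 0.25), Npas4 at −3.05 (SE 0.14), Fos at −1.77 (SE 0.23) and Egr4 at −1.61 (SE 0.25). Nr4a1 passed in that comparison, at −1.76 (SE 0.15, adjusted p = 1.3e-05). Against the scrambled control the wider list showed no shift by camera (limma, adjusted p = 0.40). Junb was called in 9 of 15 alternatives (adjusted p from 0.00042 to 0.12), Fos in 11 (1.7e-07 to 0.093), Amigo3 in 13 (0.0045 to 0.063) and Nr4a1 in 7 (3.4e-07 to 0.13), and Npas4 was also lower in the scrambled than in the empty vector control (log2FC = −1.04, SE 0.08). The paper proposes that the cells lowered AMPA receptors to restrain their activity and that immediate early genes followed.

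**Figure D2:**
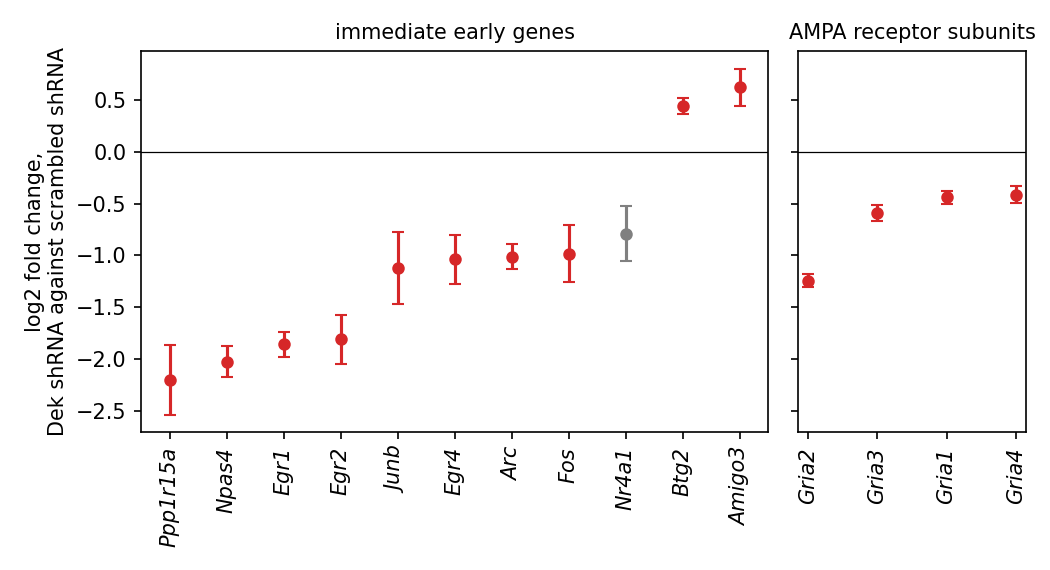
Log2 fold change in Dek-silenced neurons against the scrambled control for immediate early genes and AMPA receptor subunits, with points for the estimate and bars for ± SE (n = 3 per group). Red points passed an adjusted p of 0.05 and the grey point, Nr4a1, did not.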

Out of all these IEGs, *Egr1* was the top downregulated gene (FDR = 4.12 × 10^−48^) (Fig. 2F).

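Among the 11 genes of Fig. 2E, Egr1 had the lowest adjusted p by edgeR, while the estimated decreases of Ppp1r15a and Npas4 were larger. Ppp1r15a varied more in the control wells (69.9 ± 29.0 CPM, n = 3) than in the silenced wells (15.2 ± 0.92 CPM). In the wider list of 36 genes Cyr61, a secreted matrix protein gene, had the lowest adjusted p (1.3e-07).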

Epigenetic modifications at the *cis* regulatory elements of IEGs are essential to regulate their expression.^32,33^ A number of studies showed a role for DEK as a histone chaperone and modulator of histone modifications, especially by regulating the function of several histone acetyltransferases and deacetylases.^34,35^ To determine specific histone marks that could be modulated by DEK in an unbiased manner, we conducted a mass spectrometry-based screen of histone post-translational modifications in control and *Dek*-silenced EC neurons *in vitro* (Supplementary Table 2). The assay revealed a striking >10-fold increase in H3.1K36ac in *Dek*-silenced neurons compared to control (Fig. 2G). While acetylation of lysine36 on this histone variant has not been extensively studied due to lack of specific antibodies, it has been reported to be located at actively transcribed genomic regions with increased chromatin accessibility on histone H3, including at the *Egr1* locus.^36-38^ To test if the increased chromatin accessibility at the *Egr1* locus after *Dek* silencing could be mediated by H3.1K36ac, we performed a CUT&Tag assay using an antibody against H3K36ac. We found no differences in H3K36ac deposition around the *Egr1* locus (Supplementary Table 2) in *Dek*-silenced neurons compared to control. As mentioned before, currently available antibodies cannot discriminate between H3.1K36ac and the more abundant H3.3K36ac (six times higher levels than H3.1K36ac in our neuron cultures and not changed by *Dek* silencing), which likely masks H3.1K36ac-specific changes. It is therefore still possible that this histone mark is responsible for the effect on *Egr1* expression. Moreover, a reader protein of H3K36ac, Setd7^39^ is very significantly induced both *in vitro* and *in vivo* after *Dek* silencing (log2FC = 1.69, *P_adj_* = 1.2 × 10^−82^; log2FC = 0.58, *P_adj_* = 0.012, respectively), suggesting an important role of this histone mark in mediating DEK function.

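Setd7, which encodes a lysine methyltransferase, rose from 67.8 ± 2.82 CPM in the scrambled control to 219 ± 21.8 CPM in Dek-silenced neurons (mean ± SD, n = 3 per group; log2FC = 1.69, SE 0.08, edgeR adjusted p = 1.2e-08). Against the empty vector control the increase was 1.33 (SE 0.07). Its 3′ UTR carried AAGAGGA. Of 27 histone acetyltransferase and deacetylase genes, 15 fell and 5 rose (16 and 7 adjusted over the list alone), and as a group they did not pass camera (limma, adjusted p = 0.073).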

### *Dek*-silenced entorhinal cortex neurons show altered intrinsic excitability

The modulation of IEGs by DEK could have profound consequences for neuronal function. To test this hypothesis, we performed patch-clamp recordings in *Dek*-silenced EC neurons in primary culture 4 days after transduction. Evaluation of the RMP showed that *Dek*-silenced neurons were significantly hypopolarized compared to controls (Fig. 3A and B). Concurrently, the rheobase (minimal current required to elicit an action potential), was lower, suggesting increased excitability (Fig. 3C). Decreased membrane input resistance and increased firing threshold (Fig. 3D and E) confirmed alterations in the neuronal intrinsic properties (Supplementary Table 3). These results suggest a functional change in Na^+^ currents. The conductance of voltage-gated sodium channels can be further evaluated by determining the kinetics of the AP initiation.^40,41^ We did not find alterations in the AP waveform (Fig. 3F). However, in agreement with alterations in voltage-gated sodium channels, we observed a lack of the first spike initiation, or ‘kink’ (Fig. 3G) and a trend for a decrease in the AP MRS (Fig. 3H). 

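In Dek-silenced neurons the pore-forming sodium channel genes Scn2a (log2FC = −1.37, SE 0.06, n = 3 per group), Scn1a (−1.14, SE 0.08), Scn8a (−1.06, SE 0.07) and Scn3a (−0.29, SE 0.08) fell, whereas Scn3b (1.01, SE 0.08), Scn2b (0.19, SE 0.07) and Scn4b (2.06, SE 0.65, from 0.47 ± 0.49 to 2.01 ± 0.63 CPM), which encode auxiliary subunits, rose. Of the 9 voltage-gated sodium channel genes tested, 4 fell and 4 rose, also adjusted over the list alone, and the group had no common direction by camera (limma, adjusted p = 0.77). The 6 genes of Fig. 3I to N, which the study chose on these libraries and which are not independent evidence, split into 3 lower and 3 higher. Scn3a passed no longer after correction for GC content and transcript length (adjusted p = 0.86). Scn4b was called in 9 of 14 alternatives (adjusted p from 0.0011 to 0.12) and Scn2b in 10 of 15 (0.0029 to 0.12). Scn1a and Scn8a carried AAGAGGA in the 3′ UTR. Compared with the empty vector control, Scn4b was at 0.84 (SE 0.30, adjusted p = 0.027) and Scn3a at −0.72 (SE 0.08).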

Likely underlying these changes, the expression of voltage-gated sodium and potassium channel subunits was broadly dysregulated (Fig. 3I–N and Supplementary Fig. 4A).

**Figure 3:**
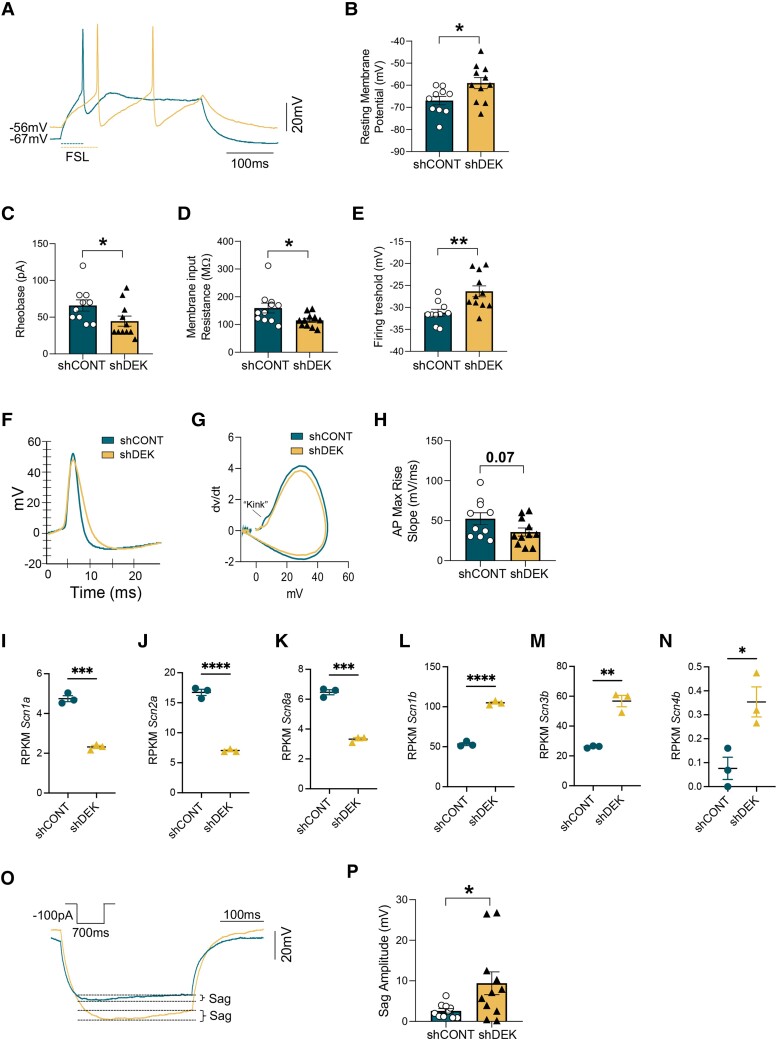
**Electrophysiological properties of *Dek*-silenced EC primary neurons**. (**A**) Representative traces of first spike and resting membrane potential from: control (CONT, blue) and *Dek*-silenced neurons (yellow) (*n* = 10–11 neurons per group). (**B**) Bar graph of the resting membrane potential in control versus *Dek*-silenced neurons. Unpaired *t*-test *P*-value = 0.023. (**C**) Bar graph of the rheobase in control versus *Dek*-silenced neurons. Mann-Whitney test *P*-value = 0.037. (**D**) Bar graph of the membrane input resistance in control versus *Dek*-silenced neurons. Mann-Whitney test *P*-value = 0.034. (**E**) Bar graph of the firing threshold in control versus *Dek*-silenced neurons. Unpaired *t*-test *P*-value = 0.0046. (**F**) Representative action potential (AP) waveform in control and *Dek*-silenced neurons. (**G**) Representative phase plot in control and *Dek*-silenced neurons. (**H**) Bar graph of the AP maximum rise slope in control versus *Dek*-silenced neurons. Unpaired *t*-test *P*-value = 0.07. (**I–N**) Expression levels of the differentially expressed potassium and calcium channel subunits between control and *Dek*-silenced entorhinal cortex (EC) primary neurons (*n* = 3 wells for each group). Unpaired *t*-test *P*-value = 0.0001 (*Scn1a*), *P* < 0.0001 (*Scn2a*), *P* = 0.0001 (*Scn8a*), *P* < 0.0001 (*Scn1b*), *P* = 0.0013 (*Scn3b*), *P* = 0.024 (*Scn4b*). (**O**) Representative traces of 100 pA hyperpolarizing current from control and *Dek*-silenced neurons. (**P**) Bar graph of Sag amplitude in control and *Dek*-silenced neurons. Unpaired *t*-test *P*-value = 0.050. RPKM = reads per kilobase of transcript per million mapped reads.

Last, we found a significant increase in the sag amplitude (Fig. 3O and P), the difference between initial and steady state decrease in voltage after a hyperpolarizing current step, a key contributor to the RMP.^42,43^ Taken together, these data strongly indicate that DEK can cell-autonomously regulate ECII neuron excitability. Interestingly, increased sag amplitude, together with a hypopolarized membrane potential, were previously found in neurons with pathological tau accumulation.^44-46^ Our ECII functional network also predicted a strong connection between DEK and tau. We therefore hypothesized that DEK might be a molecular bridge between synaptic homeostasis and tau proteostasis, and that, like at early stages of AD, *Dek*-silenced neurons might have elevated tau in addition to electrophysiological abnormalities.

### *Dek* silencing leads to tau accumulation, microglia reactivity and ECII neuron loss

To assess tau accumulation, we measured total tau protein levels and its phosphorylation by western blot at different time points following *Dek* silencing in EC neurons in primary culture. As shown in Fig. 4A, *Dek* silencing led to increased tau levels 4 days after transduction, accompanied by its redistribution to the somatodendritic compartment (Fig. 4C), an early event on AD progression.^47,48^ These alterations were not accompanied by increased tau phosphorylation at Thr231, generally associated with early AD pathology, or at Ser202/Thr205, associated with later stages of AD pathology^49,50^ (Supplementary Fig. 4C ad D). But a significant decrease in phosphorylation at another early AD epitope, Thr181 (Supplementary Fig. 4E) suggested a subtle imbalance in the phosphorylation profile of tau. RT-qPCR analysis showed no differences in tau mRNA levels (Fig. 4B), suggesting that *Dek* silencing triggers tau accumulation by modulating its translation, release or degradation. Pathway analysis on our *in vitro* RNAseq data showed autophagy alterations in *Dek*-silenced primary EC neurons (Fig. 1C). 

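Autophagy genes moved both ways in Dek-silenced neurons: of 54 core genes, 16 fell and 15 rose, also adjusted over the list alone. The receptor Optn (log2FC = −1.05, SE 0.09, n = 3 per group), Gabarapl1, the receptor Nbr1 (−0.66, SE 0.06) and the membrane protein Atg9a (−0.63, SE 0.05) fell, while Stx17, a SNARE of autophagosome fusion (1.04, SE 0.08), the initiating kinase Ulk1 (0.99, SE 0.06), Map1lc3b, which encodes LC3B (0.45, SE 0.05), and Atg12 (0.33, SE 0.06) rose. Of 48 lysosome genes, 27 rose, among them the hydrolase genes Man2b1 (1.38, SE 0.08) and Hexa and the progranulin gene Grn (0.96, SE 0.06), and 6 fell, with the membrane protein gene Lamp1 falling furthest of those named (−1.69, SE 0.08) (30 and 6 adjusted over the list alone). By camera (limma) the lysosome genes moved up (adjusted p = 0.0011, and 0.60 with an estimated correlation) and the autophagy genes showed no shift (adjusted p = 0.90; median 0.03, mean −0.0055, direction up). AAGAGGA was present in the 3′ UTR of 6 of the 16 lower autophagy genes, Optn and Atg9a included, and 3 of the 15 higher, Atg12 included, and of 1 of the 6 lower lysosome genes, Lamp1, and 5 of the 27 higher.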

To test if *Dek* silencing indeed affects autophagy in these neurons, we performed western blot analysis of the protein LC3, the lipidation of which initiates autophagosome formation. *Dek*-silenced neurons showed increased levels of the lipidated form LC3-II, which supports the notion of an altered autophagic flux (Fig. 4D). 

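The transcript of auxilin, Dnajc6, fell from 223 ± 5.25 CPM in the scrambled control to 51.9 ± 4.95 CPM in Dek-silenced neurons (mean ± SD, n = 3 per group; log2FC = −2.11, SE 0.07, edgeR adjusted p = 1.4e-09). Auxilin is a co-chaperone that uncoats clathrin-coated vesicles. The 3′ UTR of Dnajc6 carried AAGAGGA.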

Interestingly, *Dnajc6*, which codes for auxilin, a protein necessary for lysosomal degradation of autophagosome content with mutations associated with Parkinson’s disease,^51^ was among the most significantly downregulated genes in *Dek*-silenced EC neurons both *in vitro* and *in vivo* (log2FC = −2.1, *P_adj_* = 4.9 × 10^−145^; log2FC = −0.6, *P_adj_* = 0.008, respectively). Mass spectrometry proteomics analysis of *Dek*-silenced neurons *in vitro* further showed a significant decrease of auxilin protein abundance in these cells (log2FC = − 2.25, *P*-value = 0.003), confirming its regulation by DEK (Supplementary Table 2).

**Figure 4:**
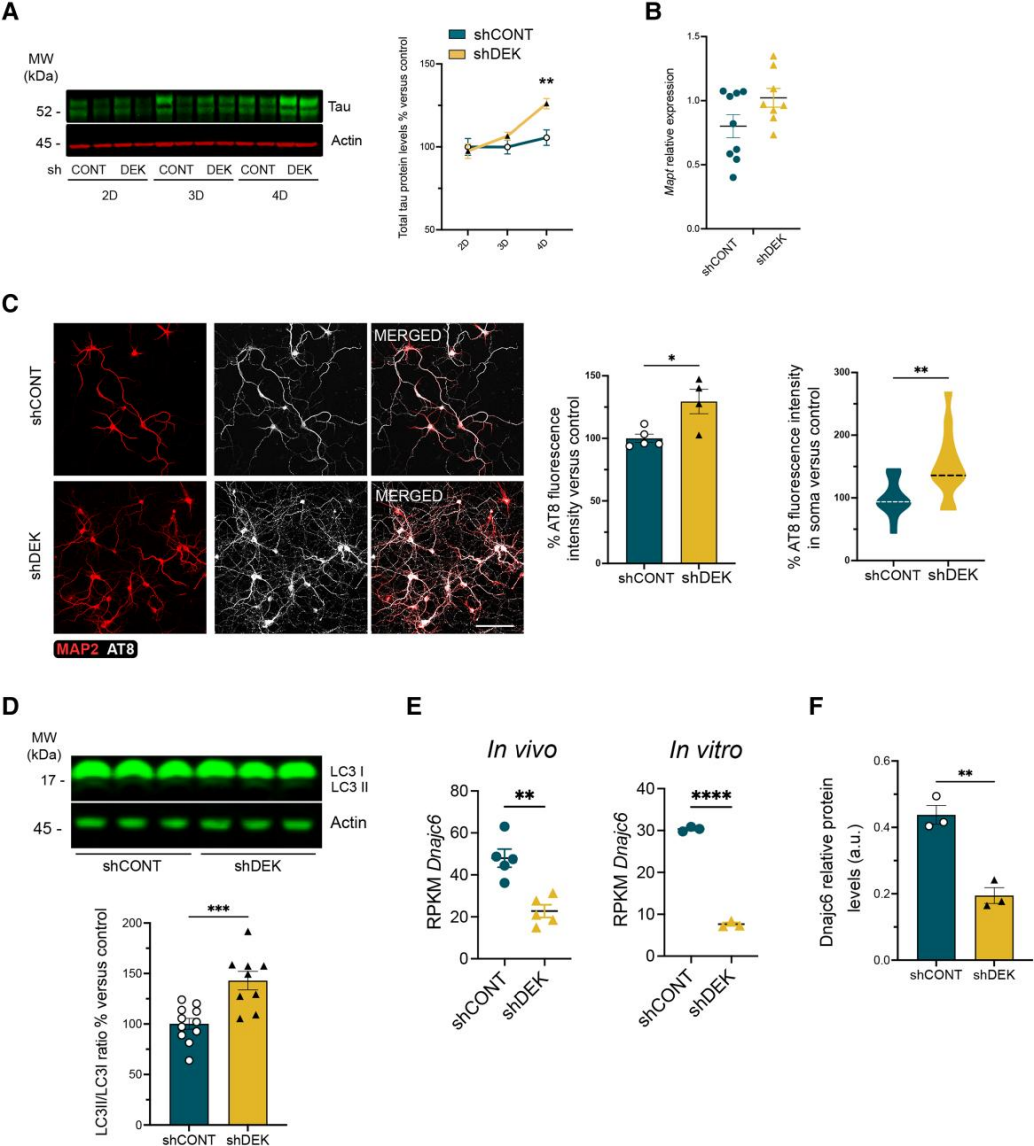
**Effect of *Dek* silencing in EC neurons *in vitro***. (**A**) Western blot analysis of the levels of total tau (green) in entorhinal cortex (EC) neurons in primary culture at 2, 3 and 4 days post-transduction (one representative experiment is shown with *n* = 2 replicates per time point per group). The graphs show protein levels in % relative to 2 days post-transduction control neurons. Band intensity was normalized with actin for total tau measurements and with total tau for phospho-tau measurements. Two-way ANOVA Sidak’s multiple comparisons test *P*-value = 0.0019 (three independent experiments with two replicates per time point and group). (**B**) RT-qPCR analysis of *Mapt* expression levels in control and *Dek*-silenced neurons 4 days after transduction (three independent experiments with three replicates per group). (**C**) Confocal microscopy images of immunofluorescence staining of MAP2 (red) and AT8 (greyscale) in control (CONT) and *Dek*-silenced neurons at 4 days post-transduction. Scale bar = 100 μm. The graphs show AT8 fluorescence intensity levels in % relative to control-treated neurons. Unpaired *t*-test *P*-value = 0.017 (total AT8), *P* = 0.0055 (somatic AT8) (AT8 total fluorescence graph shows the relative fluorescence intensity per field from one experiment and 4–5 replicates per condition. Additional experiments with consistent results were performed. Distribution of AT8 fluorescence in the soma was determined in two independent experiments with 4–5 replicates each, *n* = 40–60 neurons per group in total). (**D**) Western blot analysis of LC3 (three independent experiments and 3–4 replicates per experiment and group). *P*-value = 0.0006. *Dnajc6* expression levels in control and *Dek*-silenced neurons *in vivo* and *in vitro*. Unpaired *t*-test *P*-value = 0.0014 (*in vivo*), *P* < 0.0001 (*in vitro*). (**F**) Dnajc6/auxilin relative protein levels in control and *Dek*-silenced neurons *in vitro* (*n* = 3 wells per group). Unpaired *t*-test *P*-value = 0.0028. LC = locus coeruleus; MW = molecular weight; RPKM = reads per kilobase of transcript per million mapped reads; sh = small hairpin.

To test whether these alterations also lead to tau pathology in ECII neurons *in vivo*, we performed stereotaxic injections of a control and a *Dek* silencing AAV in ECs in hMAPT mice. This mouse model is knocked-out for mouse tau while expressing the full length human MAPT gene.^16^ Immunofluorescence labelling of ECII neurons using the Reelin marker at 4 days, 1 week and 2 weeks after injection (Supplementary Fig. 5A**)** revealed a highly significant loss of these neurons after 2 weeks (Fig. 5A). Iba1 immunofluorescence staining showed increased reactive microglia specifically in the layer II of the EC at 2 weeks post-injection (Fig. 5A). At 1-week post-injection (before neuron loss), we found no differences in tau protein levels in ECII by immunofluorescence against phospho-tau (Thr231) (Supplementary Fig. 5B). Accumulation of reactive microglia around transduced neuron cell bodies (Supplementary Fig. 5C) suggested that microglia might contribute to the neuron loss observed at 2 weeks post-injection. Indeed, RT-qPCR on EC lysates showed increased expression of the microglia markers *Cx3cr1*, *Itgam* (that codes for CD11b) and complement C*1qa* (associated with synaptic pruning)^52,53^ (Supplementary Fig. 5D–F). We also found an increase in the disease-associated microglia genes *Tyrobp* and *Spp1*^54,55^ (Supplementary Fig. 5G and H). Considering that our previous data suggest that *Dek*-silenced neurons exhibit increased excitability, we measured the levels of *Ccl3*, a cytokine shown to be upregulated in microglia in response to neuronal activation^56^ (Supplementary Fig. 5I). The significant upregulation of *Ccl3* suggested that ECII hyperexcitability contributes to microglial reactivity.

**Figure 5:**
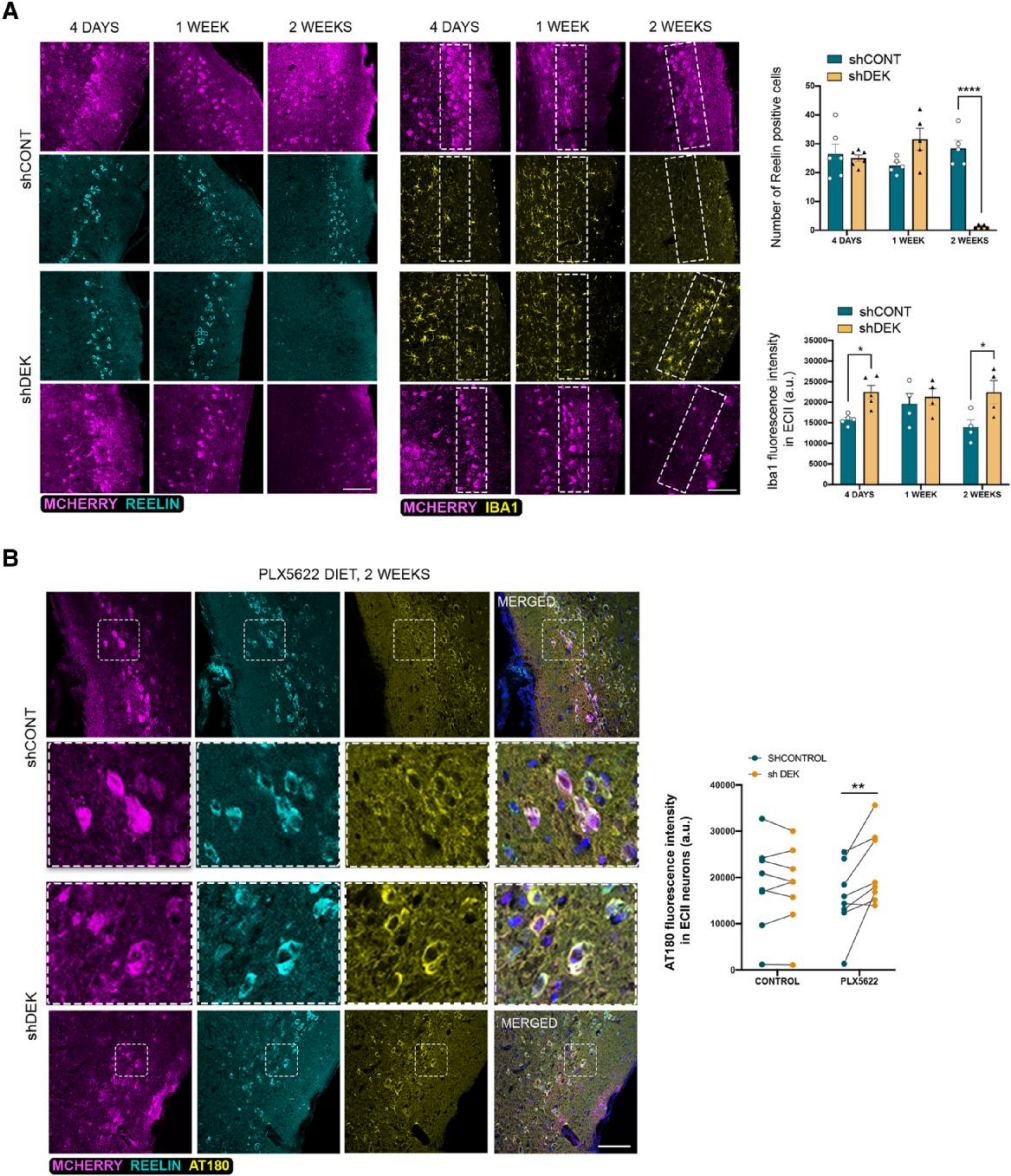
**Effect of *Dek* silencing in ECII neurons of hMAPT mouse**. (**A**) Confocal microscopy images of immunofluorescence staining of transduced neurons (mCherry, magenta), ECII neurons (Reelin, cyan) and microglia (Iba1, yellow) at 4 days, 1 week and 2 weeks post-transduction of human-tau transgenic (hMAPT) mice. Scale bar = 100 μm. The graphs show the quantifications of the number of reelin positive cells and of Iba1 fluorescence intensity in layer II of the mouse entorhinal cortex (EC) in the control (CONT) and *Dek*-silenced hemispheres. Two-way ANOVA Sidak’s multiple comparisons test *P*-value < 0.0001 (Reelin, 2 weeks), *P* = 0.044 (Iba1, 4 days), *P* = 0.021 (Iba1, 2 weeks) (*n* = 4–6 sections per time point per group from two different animals). (**B**) Confocal microscopy images of immunofluorescence staining of transduced neurons (mCherry, magenta), ECII neurons (Reelin, cyan) and phospho-tau Thr231 (AT180, yellow) at 2 weeks post-transduction of control or sh*Dek*-carrying AAVs in PLX5622 diet fed hMAPT mice. Scale bar = 100 μm. The graph shows the quantification of AT180 fluorescence intensity, paired by the control and the *Dek*-silenced opposite hemisphere for each hMAPT mouse. Two-way ANOVA Sidak’s multiple comparisons test *P*-value = 0.0014 (*n* = 8 mice per group). sh = small hairpin.

To test the possibility that a longer time is necessary for progressive build-up of tau, we eliminated microglia to increase ECII neuron survival. We fed mice with chow containing PLX5622, an antagonist of colony-stimulating factor 1 receptor (CSF1R), that leads to microglia depletion after 5 days.^57^ At Day 5, we injected control or sh*Dek* AAVs in the EC of opposite hemispheres and analysed ECII neuron survival and tau accumulation at 2 weeks post-injection (Supplementary Fig. 6A). As shown in Supplementary Fig. 6B and C, PLX5622 successfully ablated microglia and rescued the loss of *Dek*-silenced ECII neurons. We next compared the somatic levels of phospho-tau (Thr231) in layer II of the EC between control and *Dek* silenced entorhinal cortices in PLX5622-treated mice and found a significant accumulation of tau following *Dek* silencing (Fig. 5B).

### Dysregulation of *DEK* in human Alzheimer’s disease

To test if *DEK* is dysregulated at the transcriptional level in early AD in EC neurons, we consulted a recently published single-nucleus RNAseq dataset, but this study did not detect differential expression of *DEK*. We then mined the NHGRI-EBI GWAS catalogue for genetic variations in *DEK* that could be associated with AD. Interestingly, an SNP in a *DEK* intron, rs145578678, was recently found to have a suggestive association with the rate of cognitive decline in AD (*P*-value = 3 × 10^−6^).^58^ To assess the functional effect that this putative disease-associated allele may have, we used DeepSEA, a deep learning-based algorithm that predicts the chromatin effects of sequence alterations,^59^ using rs145578678 and SNPs in LD with it as input. After filtering for observations specific to brain, H3K36me3 was predicted to be increased in the hippocampus for the disease-associated allele of rs182353546, within an intron of *DEK* (Supplementary Table 2). H3K36me3 and H3K36ac are mutually exclusive.^36,60^ As H3K36ac is the histone modification most affected by DEK, it is likely that, in a feedback loop, DEK regulates H3K36ac deposition in its own loci to regulate its transcriptional level. The *DEK* allele putatively associated with cognitive decline in AD might therefore improperly regulate DEK levels and perturb proper synaptic homeostasis and tau regulation.

## Discussion

The molecular cascade by which ADdrivers and genetic susceptibility factors result in early tau pathology in specific neuronal subpopulations remains to be understood. In the present work, we set out to identify these molecular processes by using a cell type-specific functional genomics approach. A feature of this framework, compared to previous studies,^61-63^ is that it models gene networks for a unique neuron type as opposed to a whole brain region, and it is the first one to integrate quantitative genetics^11^ and *in vivo* genomics data for AD vulnerable neurons.^61-63^ It is, thus likely to identify genes that are indeed regulating tau during the natural course of human AD within ECII neurons, especially during early disease stages.

By using this approach, we take a significant step towards understanding the neuronal arm of AD pathogenesis: we identify perturbations in DEK as a novel molecular bridge between a wide range of processes that take place during early stages of AD: dysregulation of neuronal excitability, tau accumulation and alterations in microglia activity (Supplementary Fig. 7). While we did not find altered *DEK* expression in neurons in a recent single cell transcriptomics study of the EC in human AD,^54^ its function can be regulated by post-translational modifications^64^ and by degradation.^65^ Further studies will be necessary to assess DEK activity levels during prodromal AD, as well as to elucidate the functional impact of genetic variation in DEK, like the rs145578678 polymorphism. It will also be important to validate the cell type specificity of the pathological cascade mediated by ubiquitously-expressed DEK and determine if DEK also regulates tau accumulation in LC or in hippocampal neurons. Whether the perturbation of DEK activity by prodromal AD or its downstream consequence occur in a cell type-specific manner is an open question.

Here we perform an in-depth characterization of DEK function in vulnerable neurons and report that its silencing potentiates activity-regulated gene expression. At steady state, this results in decreased IEG expression, likely due to homeostatic changes aimed to normalize what is sensed as aberrant network activity following chronic upregulation of IEGs. The existence of these compensatory events is supported by our data showing a downregulation of all AMPA glutamate receptors subunits that would, in turn, decrease IEG expression. Together with the perturbation of genes involved in microtubule dynamics, this suggests that DEK regulates synaptic homeostasis in ECII neurons, a central process in their associative memory-forming function.

Our results further show that the alterations in neuronal activity mediated by *Dek* silencing trigger neuron-to-microglia signalling mechanisms that steer microglia towards a pro-inflammatory and phagocytic state that contributes to neurodegeneration, as demonstrated by the rescue of neuron loss by microglia depletion. Microglia reactivity preceded accumulation of pThr231-tau *in vivo*. Although we cannot exclude that neuronal accumulation of another tau proteoform is responsible for altering microglial state, our data indicate that it might be due, instead, to the detection of other neuronal dysfunction, like excessive firing. This may represent an extreme case of the spine phagocytosis described after neuronal hyperactivation.^66^ In agreement with this notion, we found elevated levels of *Ccl3*, a cytokine upregulated by microglia in response to neuronal activity^56^ and of known mediators of synaptic spine loss (*Itgam*, *C1qa*).^52,53,67,68^ While we also found increased expression of *Tyrobp* and *Spp1*, both upregulated in disease-associated microglia in AD,^54,55,69^ a more comprehensive analysis of gene expression changes at single cell resolution will be necessary to determine which microglia states are triggered by *Dek* silencing in ECII neurons. This neuron-glia crosstalk regulated by DEK in neurons might take centre stage during early AD pathology in the EC. Follow-up studies to identify the neuronal signal regulated by DEK that drives the elimination of hyperexcitable ECII neurons, will be of great relevance, as these signalling molecules may serve as potential therapeutic targets for early intervention in AD.

Many AD drivers, such as ageing, amyloid and genetic risk factors like APOE E4, perturb synaptic homeostasis and increase neuronal excitability.^70-76^ Indeed, epileptiform activity in the hippocampus is a very early feature of AD.^77-79^ In turn, hyperactivity of the hippocampal formation exacerbates pathological lesions.^80-85^ However, the connection between AD lesions and the disruption of synaptic homeostasis in the entorhinal-hippocampal network has remained elusive. It is possible that the regulation of tau levels is an integral part of a physiological programme of structural and synaptic plasticity. Indeed, a recent transcriptional analysis of NFT-bearing neurons in human AD at single-cell resolution suggested that the build-up of NFT is a cell type-specific response to alterations in synaptic function.^86^ Improper fine-tuning of these crucial mechanisms for ECII function might contribute to the onset of a deadly cascade in ECII neurons. This notion is supported by the progressive tau build-up that we observe in *Dek*-silenced neurons both *in vitro* and *in vivo*. *In vitro*, tau accumulation and proteoform imbalance is accompanied by an increase in LC3 lipidation suggestive of alterations in the autophagy flux, and a downregulation of *Dnajc6*/auxilin both at the transcriptional and protein levels, which might cause an impairment in autophagosomal content degradation. While these data point to autophagy alterations as contributing factor to the build-up of tau in *Dek*-silenced neurons, other mechanisms could further participate in this process. For instance, neuronal activity has been shown to affect tau translation, degradation and secretion,^83,85,87,88^ suggesting that the electrophysiological phenotype caused by impaired DEK signalling might contribute to tau accumulation through different mechanisms that will need to be explored in future studies. A large body of literature has shown that amyloid accumulation in the EC affects ECII excitability.^73,89-92^ According to our data, if ECII neurons adjust DEK activity to re-establish proper excitability, this might consequently lead to impairments in tau proteostasis. Understanding how this novel axis is affected by amyloid accumulation and ageing will be crucial to dissect the molecular steps that take place specifically in these neurons during prodromal AD.

## Supplementary Material

awae051_Supplementary_Data

## Data Availability

The sequencing data generated in this article are available on Gene Expression Omnibus with the superseries accession number GSE203368. Accession numbers for CUT&Tag/ATACseq, *in vivo* RNAseq and *in vitro* RNAseq data are GSE203364, GSE203365 and GSE203366, respectively.

# Supplementary material for: A cell autonomous regulator of neuronal excitability modulates tau in Alzheimer’s disease vulnerable neurons
**Source:** Brain. 2024 Mar 11;147(7):2384–99. doi: 10.1093/brain/awae051
**Supplement:** awae051_Supplementary_Data

## Supplementary materials and methods

### ATAC-seq

ATAC-seq was performed as previously described <sup>1</sup>. Briefly 50,000 EC primary neurons were pelleted by centrifugation (5 min, 500 xg at 4°C) and lysed in 10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% NP-40, 0.1% Tween-20 and 0.01% digitonin. Nuclei were then pelleted by centrifugation (10 min, 1000 xg at 4°C) and resuspended in transposition reaction mix: 1% digitonin, 10% Tween-20, Tn5 transposase and TD buffer (Nextera DNA Library Prep Kit, #FC-121-1030, Illumina). After transposase reaction (30 min, 37°C, 1000 RPM) and DNA purification (MinElute Reaction Cleanup Kit, #28204, Qiagen), the transposed samples were amplified by PCR with individual barcode primers per sample (NEB Next High-Fidelity 2x PCR Master Mix, #M0541S, NEB). After 5 PCR cycles, a fraction of the partially amplified library was quantified by qPCR to calculate the number of additional PCR cycles needed to amplify each sample without saturation (number of cycles needed to reach 1/3 of the maximum R). The amplified libraries were purified with Agencourt AMPure XP magnetic beads (#A63880, Beckman Coulter) and their quality and concentration were determined with an Agilent High Sensitivity DNA bioanalysis Chip. Libraries were sequenced on a NextSeq sequencer (Illumina).

### Mass spectrometry analysis of histone modifications

Mass spectrometry analysis of histone posttranslational modification (Mod-spec) was performed by Activ Motif on primary EC neurons transduced with control or Dek-silencing AAVs. Bulk histones were acid-extracted from pellets obtained from EC neurons in primary culture transduced with either control or *Dek*-silencing AAVs, propionylated and subjected to trypsin digestion as described previously <sup>2</sup>. Briefly, histones were extracted at room temperature for 1 h in 0.2M sulfuric acid with intermittent vortexing. Histones were then precipitated by the addition of trichloroacetic acid (TCA) on ice, and recovered by centrifugation (10,000 x g, 5 min at 4°C). The pellet was then washed once with 1 mL cold acetone/0.1% HCl, twice with 100% acetone, and air dried. Histones were propionylated with 1:3 v/v propionic anhydride/2-propanol and incremental addition of ammonium hydroxide to keep the pH around 8, and subsequently dried in a SpeedVac concentrator. The pellet was then resuspended in 100 mM ammonium bicarbonate and adjusted to pH 7-8 with ammonium hydroxide. Histones were then digested with trypsin resuspended in 100 mM ammonium

bicarbonate overnight at 37°C and dried in a SpeedVac concentrator. The pellet was resuspended in 100 mM ammonium bicarbonate and propionylated a second time as described above. Histone peptides were resuspended in 0.1% TFA in H<sub>2</sub>O for mass spectrometry analysis.

Samples were analyzed on a triple quadrupole (QqQ) mass spectrometer (Thermo Fisher Scientific TSQ Quantiva) directly coupled with an UltiMate 3000 Dionex nano-liquid chromatography system. Peptides were loaded onto an in-house packed trapping column (3 cm×150 µm) and separated on a New Objectives PicoChip analytical column (10 cm×75 µm). Both columns were packed with New Objectives ProntoSIL C18-AQ, 3 µm, 200 Å resin. The chromatography gradient was achieved by increasing percentage of buffer B from 0 to 35% at a flow rate of 0.30 µl/min over 45 min. Solvent A: 0.1% formic acid in water, and B: 0.1% formic acid (FA) in 95% acetonitrile (ACN). The QqQ settings were as follows: collision gas pressure of 1.5 mTorr; Q1 peak width of 0.7 (FWHM); cycle time of 2 s; skimmer offset of 10 V; electrospray voltage of 2.5 kV. Targeted analysis of unmodified and various modified histone peptides was performed. This entire process was repeated three separate times for each sample.

## Data analysis

Raw MS files were analyzed in Skyline with Savitzky-Golay smoothing <sup>3</sup>. All Skyline peak area assignments for monitored peptide transitions were manually confirmed. Multiple peptide transitions were quantified for each modification. For each monitored amino acid residue, each modified (and unmodified) form was quantified by first calculating the sum of peak areas of corresponding peptide transitions; the sum of all modified forms was then calculated for each amino acid to represent the total pool of modifications for that residue. Each modification is represented as a percentage of the total pool of modifications. This process was carried out for each of the three separate mass spec runs, and the raw data corresponds to the mean and standard deviation of the resulting three values from this analysis for each modified and unmodified form of the corresponding amino acid residue.

## CUT&Tag

Frozen cell pellets from control and *Dek*-silenced EC mouse primary neurons were sent to Active Motif for CUT&Tag. Briefly, cells were washed and incubated overnight with Concanavalin A beads and 1.3 µl/reaction of primary antibody against H3K36Ac (#39379,

Activ Motif). After incubation with the secondary anti-rabbit antibody (1:100), cells were washed and tagmentation was performed at 37°C using protein-A-Tn5. Tagmentation was halted by the addition of EDTA, SDS and proteinase K after which DNA extraction and ethanol purification was performed, followed by PCR amplification and barcoding (see Active Motif CUT&Tag kit, catalog number 53160 for recommended conditions and indexes). Following SPRI bead cleanup (Beckman Coulter), the resulting DNA libraries were quantified and sequenced on Illumina's NextSeq 550 (8 million reads, 38 paired end).

## **Data analysis**

The paired-end 38 bp sequencing reads generated by Illumina sequencing were mapped to the genome using the BWA algorithm with default settings. Only reads that passed Illumina's purity filter, aligned with no more than 2 mismatches, and mapped uniquely to the genome were used to subsequent analysis. Duplicate reads were removed. Genomic regions with high levels of transposition/tagging events were determined using the MACS2 peak calling algorithm. To identify the density of transposition events along the genome, the genome was divided into 32 bp bins and the number of fragments in each bin was determined by extending the reads to 200 bp, which is close to the average length of the sequenced library inserts. To compare peak metrics between samples, overlapping intervals were grouped into "merged regions" which are defined by the start coordinate of the most upstream interval and the end coordinate of the most downstream interval. In locations where only one samples has an interval, that interval defined the merged region.

## **bacTRAP-RNAseq**

Tissue was homogenized on 1ml of lysis buffer (20 mM Hepes KOH, 10 mM MgCl<sub>2</sub>, 150 mM KCl, 0.5 mM DTT, 100 µg/ml cycloheximide) supplemented with protease (#A32965, ThermoFisher) and RNase inhibitors (40U/ml RNasin, #N2515, Promega and 20U/ml Supersasin, #AM2696, ThermoFisher) at 4°C in a glass Teflon homogenizer. After centrifugation, the supernatant was incubated with 1% NP-40 and 30 mM DHPC (#850306P, Avanti) on ice for 5 min. After centrifugation, the supernatant, containing ribosome bound RNAs, was incubated over-night with magnetic beads (Streptavidin MyOne T1 Dynabeads, #65602, ThermoFisher) previously coated with anti EGFP antibodies for immunoprecipitation (HtzGFP-19C8 and HtzGFP-19F7, from MSKCC monoclonal antibody facility <sup>4</sup>). Immunoprecipitated RNAs were then purified using the RNeasy Plus Micro Kit (#74034, Qiagen). RNA integrity was determined with a Bioanalyzer 2100 (Agilent) using an RNA 6000 pico chip (#5067-1513, Agilent). RNA was quantified with Quant-it Ribogreen RNA reagent

(#R11490, ThermoFisher). Reverse transcription was performed with Ovation RNaseq v2 kit (#7102, NuGEN) from 5 ng of RNA following the manufacturer's instructions. cDNAs were purified using the QIAquick PCR purification kit (#28104, Qiagen). cDNA yield was measured with Quant-IT Picogreen dsDNA kit (#P7581, ThermoFisher). 200 ng of cDNA were used for fragmentation prior to cDNA library preparation. cDNA was sonicated into 200 bp fragments using a Covaris S2 ultrasonicator instrument (10% duty cycle, intensity 5, 200 cycles/burst per second for 2 min at 5.5°C to 6°C). Library preparation was performed with the TruSeq RNA sample preparation kit v2 (#RS-122-2001, Illumina) and were sequenced at the Rockefeller University genomics resource center on a NextSeq 500 sequencer (Illumina).

## **Mass spectrometry analysis of Cells**

### **Sample preparation**

Cell pellets were thawed on ice and lysed with addition of 80 µl of 8M urea and 0.1% ProteaseMAX™ surfactant (Promega) in 100 mM Tris-HCl, pH 8.5, mixed 1 µl protease inhibitor cocktail (Roche) and sonicated in water bath for 10 min. The samples were sonicated using VibraCell probe (Sonics & Materials, Inc.) for 20 s with pulse 2/2 (on/off), at 20% amplitude. Lysates were spun down at 12,000 rpm at 4°C for 10 min and protein concentration was determined by BCA assay (Pierce) and a volume corresponding to 25 µg of protein was taken and supplemented with Tris-HCl buffer up to 99 µl and additional 11 µl ACN. Proteins were reduced by adding 1.1 µl of 500 mM dithiothreitol (Sigma) and incubated at 25°C for 60 min while shaking at 400 rpm on a block heater. Alkylation was performed with addition of 3.3 µl of 500 mM iodoacetamide (Sigma) at room temperature for 60 min at 400 rpm in dark. Then 1 µg of sequencing grade modified trypsin (Promega) was added to the samples and incubated for 16 h at 37°C. The digestion was stopped with 22 µl cc. FA, incubating the solutions at RT for 5 min. The sample was cleaned on a C18 Hypersep plate with 40 µl bed volume (Thermo Fisher Scientific), dried using a vacuum concentrator (Eppendorf) and resuspended in 25 µl of 0.1% formic acid and 2% ACN.

### **Liquid Chromatography-Tandem Mass Spectrometry Data Acquisition**

Peptides were reconstituted in solvent A and approximately, two µg samples injected on a 50 cm long EASY-Spray C18 column (Thermo Fisher Scientific) connected to an Ultimate 3000 nanoUPLC system (Thermo Fisher Scientific) using a 120 min long gradient: 4-26% of

solvent B (98% ACN, 0.1% FA) in 120 min, 26-95% in 5 min, and 95% of solvent B for 5 min at a flow rate of 300 nL/min. Mass spectra were acquired Q Exactive HF hybrid quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) ranging from  $m/z$  375 to 1500 at a resolution of  $R=120,000$  (at  $m/z$  200) targeting  $1 \times 10^6$  ions for maximum injection time of 86 ms, followed by data-dependent higher-energy collisional dissociation (HCD) fragmentations of top 17 precursor ions with a charge state 2+ to 8+, using 60 s dynamic exclusion. The tandem mass spectra were acquired with a resolution of  $R=30,000$ , targeting  $5 \times 10^5$  ions for maximum injection time of 54 ms, setting quadrupole isolation width to 1.4 Th and normalized collision energy to 28%.

## Data Analysis

Acquired raw data files were analyzed using Proteome Discoverer v2.4 (Thermo Fisher Scientific) with MS Amanda v2.0 search engine against mouse protein database (SwissProt, 55,310 entries downloaded on 1 December 2021). A maximum of two missed cleavage sites were allowed for full tryptic digestion, while setting the precursor and the fragment ion mass tolerance to 10 ppm and 0.02, respectively. Carbamidomethylation of cysteine was specified as a fixed modification. Oxidation on methionine, deamidation of asparagine and glutamine as well as acetylation of lysine and peptide N-termini were set as dynamic modifications. Initial search results were filtered with 5% FDR using Percolator node in Proteome Discoverer. Quantification was based on the precursor ion intensities.

## References

1. Buenrostro JD, Wu B, Chang HY, & Greenleaf W J. (2015). ATAC-seq: A method for assaying chromatin accessibility genome-wide. *Current Protocols in Molecular Biology*, 2015, 21.29.1-21.29.9. <https://doi.org/10.1002/0471142727.mb2129s109>
2. MacLean B., Tomazela DM, Shulman N et al. (2010). Skyline: An open source document editor for creating and analyzing targeted proteomics experiments. *Bioinformatics*, 26(7), 966–968. <https://doi.org/10.1093/bioinformatics/btq054>
3. Zheng Y, Thomas PM, & Kelleher NL. (2013). Measurement of acetylation turnover at distinct lysines in human histones identifies long-lived acetylation sites. *Nature Communications*, 4, 1–8. <https://doi.org/10.1038/ncomms3203>

4. Roussarie JP, Yao V, Rodriguez-Rodriguez P et al. (2020). Selective Neuronal Vulnerability in Alzheimer's Disease: A Network-Based Analysis. *Neuron*.  
<https://doi.org/10.1016/j.neuron.2020.06.010>

# Supplementary material for: A cell autonomous regulator of neuronal excitability modulates tau in Alzheimer’s disease vulnerable neurons
**Source:** Brain. 2024 Mar 11;147(7):2384–99. doi: 10.1093/brain/awae051
**Supplement:** awae051_Supplementary_Data

## Supplementary material

### Supplementary Methods.

**Supplementary Figure 1. *DEK* expression in the mouse and the human brain.** (A) Scatter plots of *DEK* expression levels in different cell types of the mouse brain. (B) Scatter plots of *DEK* expression levels in different cell types of the human brain. Source: Allen brain map transcriptomics explorer.

**Supplementary Figure 2. Experimental design for *Dek* silencing in ECII bacTRAP mouse and gene expression changes in EC neurons triggered by *DEK* overexpression *in vitro*.** (A) Schematic representation of the experimental design for the analysis of the effect of *Dek* silencing in ECII neurons *in vivo* by bacTRAP-RNAseq. (B) Heatmap of the DEGs between control and *DEK*-overexpressing primary neurons. (C) Volcano plot of DEGs between control and *DEK*-overexpressing primary neurons. (D) Pathways that are altered in *DEK*-overexpressing primary neurons compared to control.

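Besides Dek, none of the genes that the paper calls in Dek-overexpressing neurons passed the edgeR test over all genes here: the neuropeptide gene Cck was at a log2FC of −0.35 (SE 0.07, n = 3 per group), the Wnt inhibitor gene Wif1 at −0.52 (SE 0.11), the neuronal pentraxin gene Nptx2 at −0.61 (SE 0.12), Git1 at −0.27 (SE 0.06), Hunk at −0.37 (SE 0.08), Iqsec3 at −0.28 (SE 0.05), Fat1 at −0.28 (SE 0.07) and Ssbp2 at 0.26 (SE 0.07). Their adjusted p lay between 0.42 and 0.64. Cck was called in 4 of 15 alternatives, Wif1 and Nptx2 in 2 each, Git1 and Hunk in 1 each, and Iqsec3, Fat1 and Ssbp2 in 0.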

**Supplementary Figure 3. Significant enrichment of genes changing *in vitro* from *Dek* silencing in *in silico* ECII network predictions.** Enrichment analysis of DEGs (FDR<0.05, denoted in the rug plot, bottom) between control and *Dek*-silenced ECII neurons *in vitro* demonstrates strong enrichment within genes ranked by probability of functional interaction with *DEK* in the ECII network (blue). Dashed line represents expected enrichment if given random predictions.

**Supplementary Figure 4. Effect of *Dek* silencing in EC neurons *in vitro*.** (A) Heatmap of the differentially expressed potassium and calcium channel subunits between control and *Dek*-silenced EC primary neurons (n = 3 wells for each group; padj < 0.001). (B) Western blot analysis of the levels of total *DEK* (green) in EC neurons in primary culture at 4-days post-transduction (one representative experiment is shown with n = 3 replicates). The graphs show protein levels in % relative to control neurons. Band intensity was normalized with GAPDH. Unpaired t-test p-value < 0.0001. (C-E) Western blot analysis of the levels of phosphor-tau Ser202/Thr205 (C), Thr231 (D) and Thr181 (E) in EC neurons in primary culture at 4-days post-transduction (one representative experiment is shown with n = 2 replicates per group). The graphs show protein levels in % relative to control neurons. Band intensity

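In Dek-silenced neurons the 2-pore potassium channel genes Kcnk3 (log2FC = −1.28, SE 0.12, n = 3 per group) and Kcnk10 (−1.03, SE 0.08), the channel-interacting protein gene Kcnip4 (−1.20, SE 0.12), Kcnh1 (−0.79, SE 0.08), Kcnmb2 (−0.67, SE 0.15), Kcnc4 (−0.59, SE 0.08), Kcnj4 (−0.54, SE 0.06) and Kcna6 (−0.37, SE 0.06) fell. Kcnh6 (1.30, SE 0.25), Kcnh2, which encodes an ERG channel (0.95, SE 0.07), Kcnab1 (0.71, SE 0.11), Kcnj9 (0.68, SE 0.08) and Kcnk1 (0.57, SE 0.08) rose. Of the 18 genes of the heatmap, 10 fell and 8 rose by edgeR. The study chose these genes on the same libraries, so they are not independent evidence. Among all potassium channel genes tested, 22 of 69 fell and 17 rose. Of 18 calcium channel genes 4 fell and 3 rose, and Hcn3 was the 1 of 4 HCN channel genes that changed, all the same adjusted over the list alone. The decreases were smaller against the empty vector control for Kcnk3 (−0.85, SE 0.09), Kcnc4 (−0.24, SE 0.08) and Kcnj4 (−0.17, SE 0.06) and larger for Kcnk10 (−1.68, SE 0.07), Kcnh1 (−1.24, SE 0.07) and Kcna6 (−0.78, SE 0.06), and Kcnj9 was at 0.44 (SE 0.08). None of the 3 lists shifted by camera (limma; adjusted p = 0.61, 0.90 and 0.71, the HCN genes with a median of −0.0026 and a mean of 0.16). AAGAGGA was present in the 3′ UTR of Kcnk3, Kcnip4 and Scn1a among the lower genes of the heatmap and of Kcnj9 among the higher, and of 7 of the 22 lower and 2 of the 17 higher potassium channel genes.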

was normalized with total tau. Unpaired t-test p-value = 0.166 (C), 0.137 (D) and 0.0025 (E), (2 independent experiments with 3 replicates per group).

**Supplementary Figure 5. Effect of *Dek* silencing in ECII neurons and microglia of hMAPT mouse.**

**(A)** Schematic representation of the experimental design for the time-course analysis of the effect of *Dek* silencing in hMAPT mice. **(B)** Confocal microscopy images of immunofluorescence staining of transduced neurons (mCherry, magenta), ECII neurons (Reelin, cyan) and phospho-tau Thr231 (AT180, yellow) at 1-week post-transduction of control or *Dek*-silencing AAVs in hMAPT mice. Scale bar 100  $\mu$ m. **(C)** Confocal microscopy images of immunofluorescence staining of *Dek*-silencing AAVs-transduced neurons (mCherry, magenta) and microglia (Iba1, yellow) at 2 weeks post-transduction. **(D-I)** RT-qPCR quantification of the expression levels of *Cx3cr1* (A), *Clqa* (B), *Itgam* (C), *Tyrobp* (D), *Spp1* (E) and *Ccl3* (F) in bulk homogenates of the control and the *Dek*-silenced opposite hemisphere for each hMAPT mouse fed with control diet at 2 weeks post-transduction. Paired t-test p-value = 0.0017 (A), 0.023 (B), 0.0098 (C), 0.0002 (D), 0.047 (E), 0.0023 (F).

**Supplementary Figure 6. Effect of *Dek* silencing in ECII neurons of control and PLX5622 diet treated hMAPT mouse.**

**(A)** Schematic representation of the experimental design for the analysis of the effect of *Dek* silencing in hMAPT mice fed with control diet or PLX5622 containing diet at 2 weeks post-transduction. **(B)** Western blot analysis of Iba1 levels (red) in control or PLX5622 diet fed mice and, in the control, or the *Dek*-silenced hemisphere of the same representative mice. The graph shows the quantification for the complete mouse cohort, paired by the control and the *Dek*-silenced opposite hemisphere for each mouse. Iba1 levels were normalized by actin. 2way ANOVA Sidak's multiple comparisons test p-value = 0.023 (control side, control diet vs. *Dek*-silencing side, PLX5622 diet), 0.0064 (*Dek*-silencing side control vs. PLX5622 diet). **(C)** Confocal microscopy images of immunofluorescence staining of transduced neurons (mCherry, magenta), ECII neurons (Reelin, cyan) and microglia (Iba1, yellow) at 2 weeks post-transduction of control or PLX5622 diet fed hMAPT mice. Scale bar 100  $\mu$ m. The graphs show the quantification of Iba1 fluorescence intensity (upper panel) and the number of reelin positive cells (lower panel), paired by the control and the *Dek*-silenced opposite hemisphere for each hMAPT mouse. 2way ANOVA Sidak's multiple comparisons test Iba1 p-value = 0.0130 (control side, control vs. PLX5622 diet), 0.0060 (*Dek*-silencing side, control vs. PLX5622 diet); Reelin p-value = 0.0105 (control diet, control vs. *Dek*-silencing side).

**Supplementary Figure 7. Schematic representation of the effect of *Dek* silencing on EC neuron function and tau pathology.** *Dek* silencing causes tau (red pies) accumulation in neurons likely via impairment of the autophagy flux (autophagosomes in blue, lysosomes in red). It also causes epigenetic changes across genome, in particular an increase of the histone mark H3.1K36 acetylation (orange circles). Chromatin accessibility is increased around the *Egr1* locus, which unleashes *Egr1* upregulation upon membrane depolarization (turquoise receptors). A number of electrophysiological properties of the cell are altered, making ECII neurons more excitable. In culture, these changes are compensated for by a decrease in expression of all AMPA receptor subunits, and eventually lower baseline expression of immediate early genes. Lastly, some of these neuronal changes cause reactivity of microglia (salmon cells) *in vivo*, eventually leading to ECII neuron degeneration. Created with BioRender.com.

**Supplementary Table 1. Top 20 hits with highest connectivity scores to the NetWAS 2.0 vulnerability module and their respective associations with MAPT in the ECII neuron network.**

**Supplementary Table 2. Effects of the *Dek* silencing and overexpression.** Genes that are differentially expressed between *Dek*-silenced and control neurons *in vitro* (1) and *in vivo* (2), and between neurons where *Dek* was overexpressed and control neurons *in vitro* (3). Results from the ATACseq (4), Mod Spec (5) and CUT&Tag (6) experiments. Results from the mass spectrometry analysis of protein abundance in *Dek*-silenced and control EC primary neurons (7). DeepSEA predictions for rs145578678 and SNPs in LD with it in populations with European ancestry. Predictions were filtered for p-value < 0.05 after Bonferroni correction were considered, and for observations specific to brain (8).

**Supplementary Table 3.** Electrophysiological properties describing active, passive, and excitatory input in control and *Dek*-silenced neurons. Bold values indicate statistical significance.

**Figure S1**

**A**

Mouse brain cell types

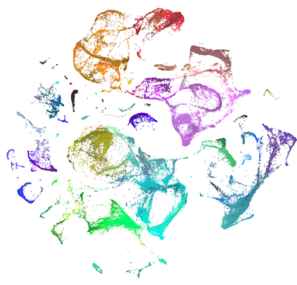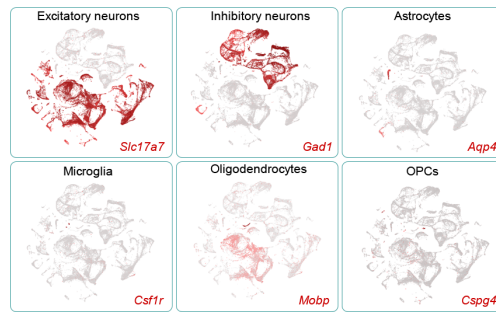

*Dek* expression in mouse brain

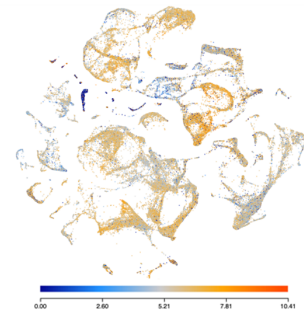

**B**

Human brain cell types

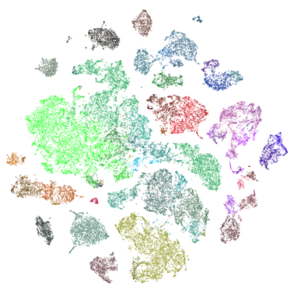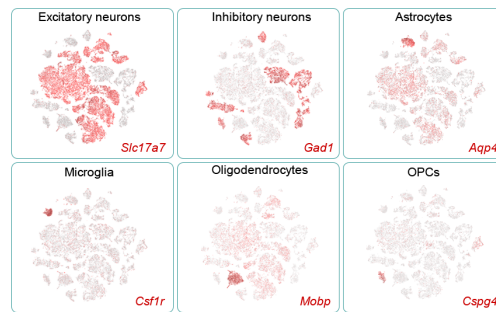

*DEK* expression in human brain

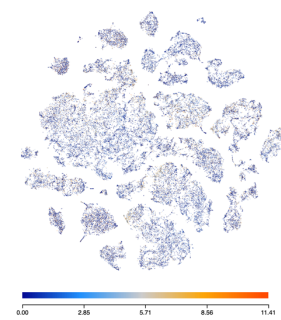

Figure S2

A

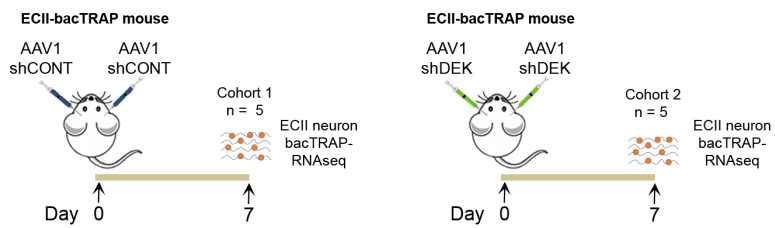

B

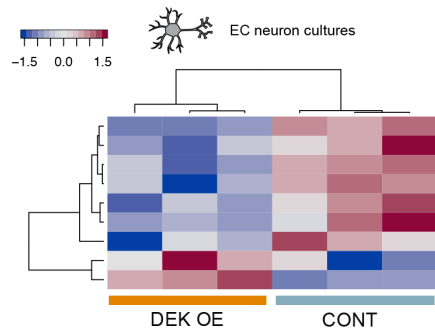

C

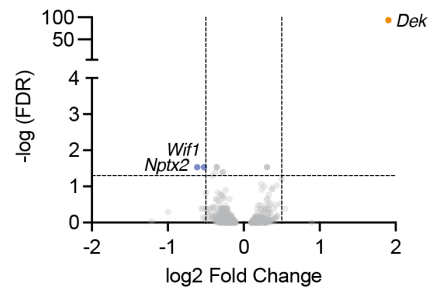

D

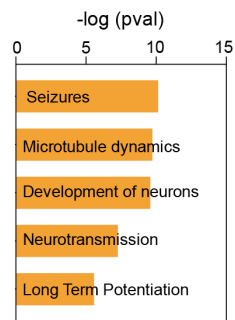

A

Figure S3

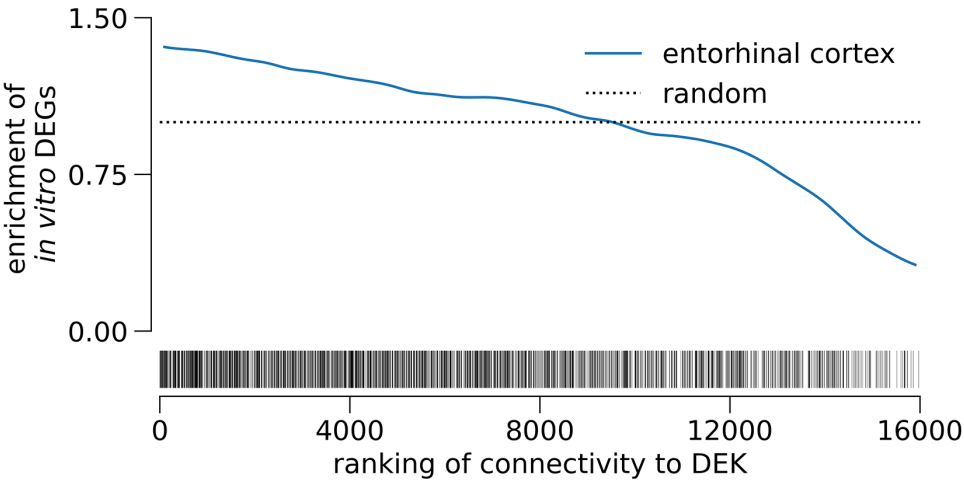

Figure S4

A

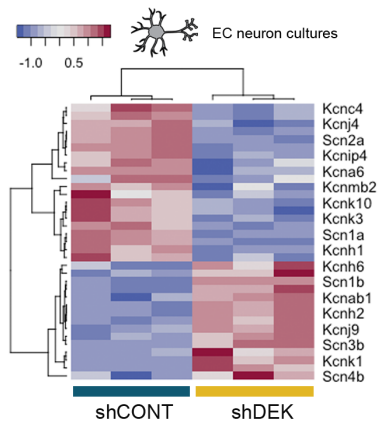

B

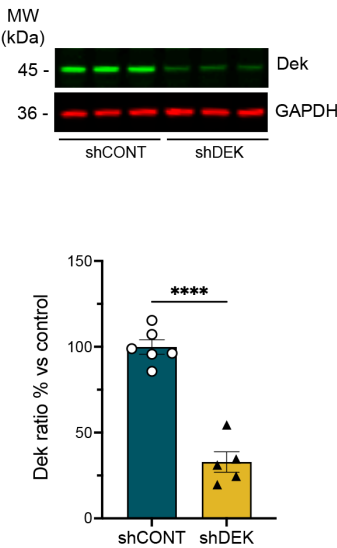

C

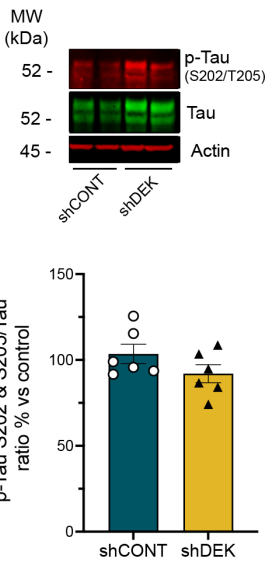

D

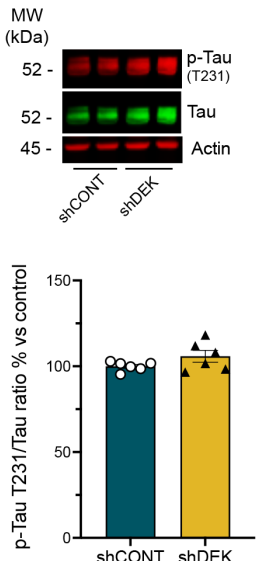

E

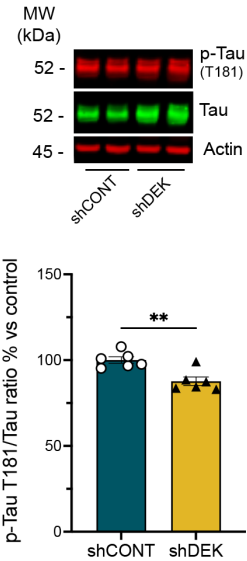

**Figure S5**

**A**

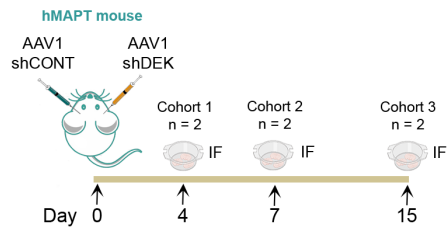

**B**

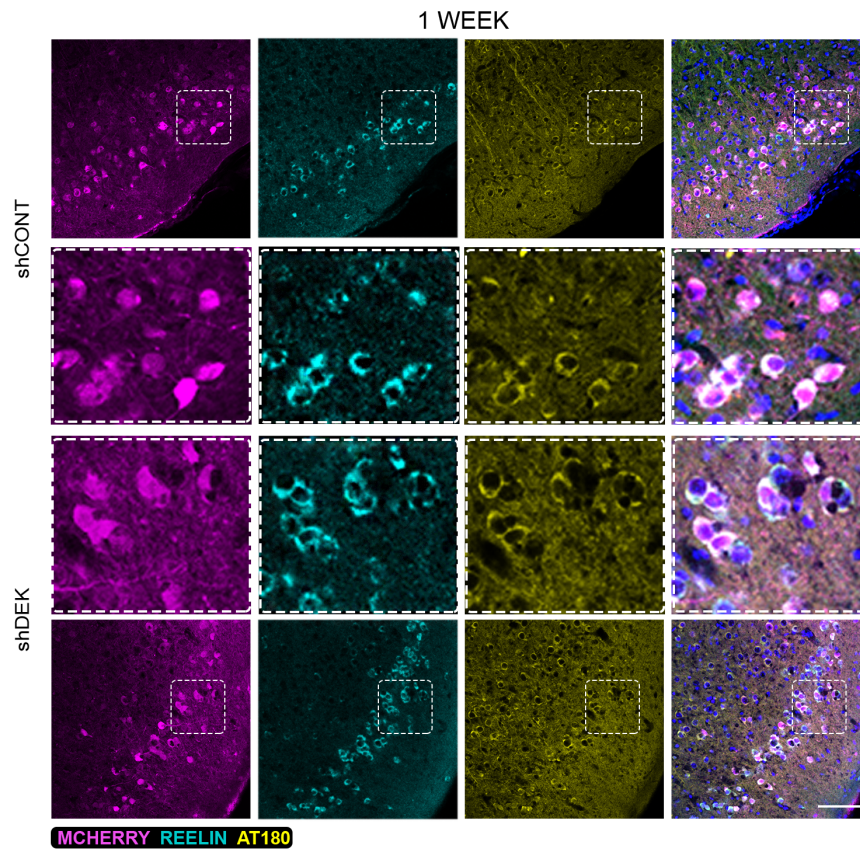

**C**

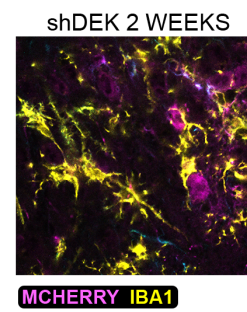

**D**

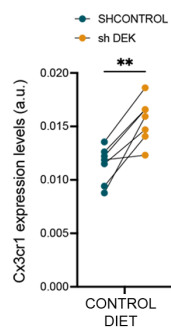

**E**

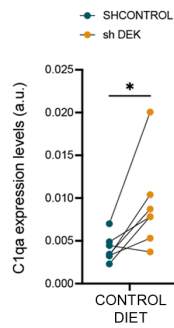

**F**

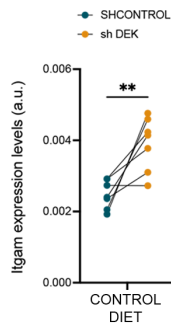

**G**

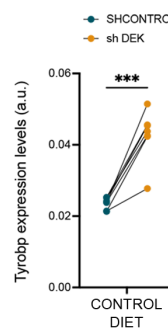

**H**

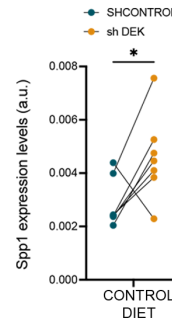

**I**

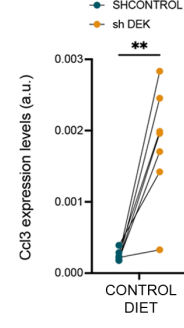

**Figure S6**

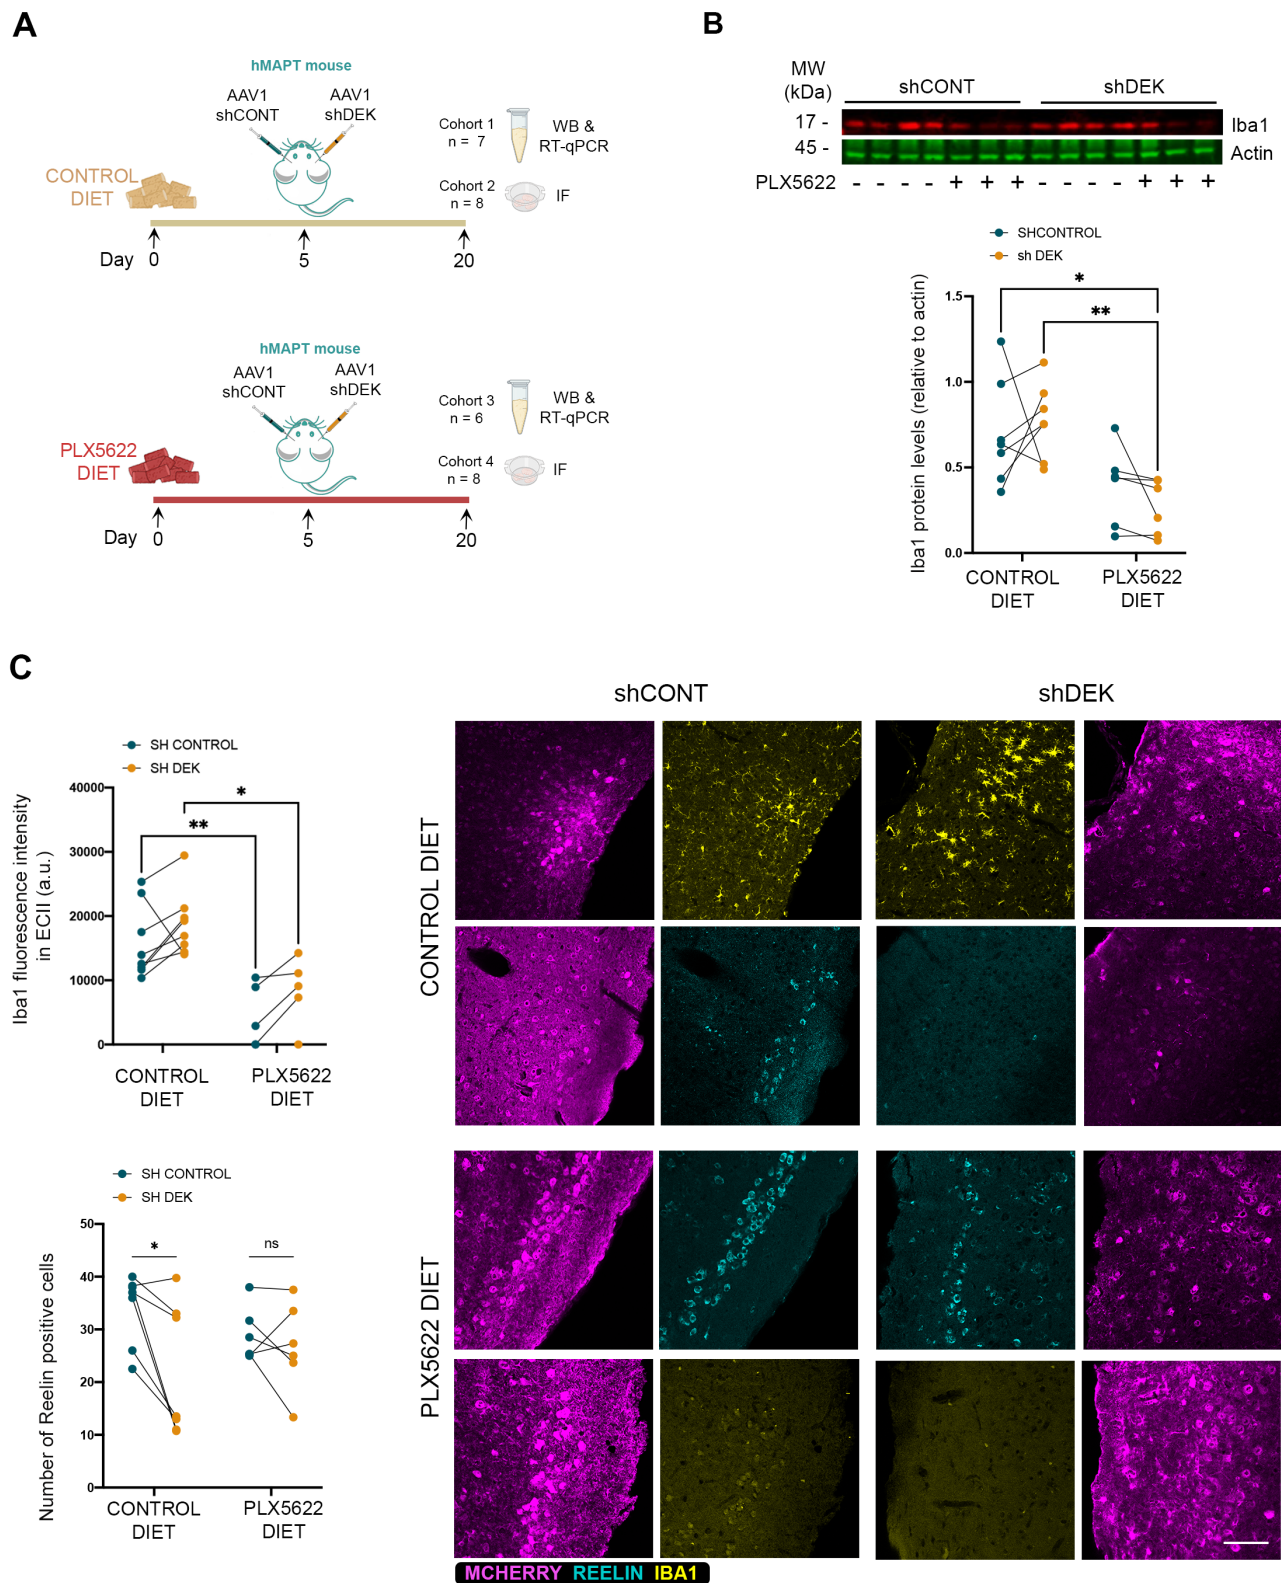

Figure S7

A

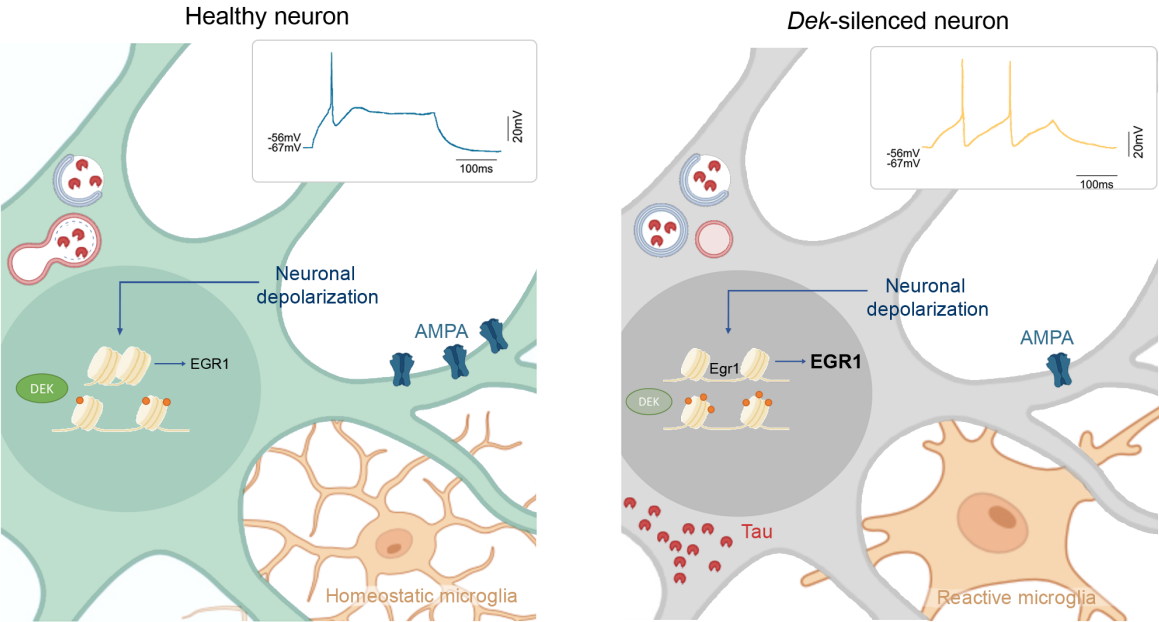

**Table S1**

|        | Connectivity to Netwas2.0 ECII<br>neuron vulnerability module<br>(Roussarie et al, 2020) | Average edge score to MAPT<br>in ECII neuron network<br>alz.princeton.edu |
|--------|------------------------------------------------------------------------------------------|---------------------------------------------------------------------------|
| DEK    | 10.45                                                                                    | 0.976                                                                     |
| TMX1   | 9.06                                                                                     | 0.948                                                                     |
| PRKD3  | 8.94                                                                                     | 0.763                                                                     |
| RECQL  | 8.89                                                                                     | 0.87                                                                      |
| MOB1A  | 8.81                                                                                     | 0.958                                                                     |
| EXOSC8 | 8.18                                                                                     | 0.917                                                                     |
| SYPL1  | 8.18                                                                                     | 0.996                                                                     |
| SMC4   | 8.17                                                                                     | 0.844                                                                     |
| HAT1   | 8.14                                                                                     | 0.954                                                                     |
| NDC1   | 8.13                                                                                     | 0.693                                                                     |
| CCNA2  | 8.03                                                                                     | 0.654                                                                     |
| ANP32E | 7.94                                                                                     | 0.928                                                                     |
| HEATR1 | 7.94                                                                                     | 0.922                                                                     |
| U2SURP | 7.92                                                                                     | 0.961                                                                     |
| DIMT1  | 7.89                                                                                     | 0.915                                                                     |
| NUP54  | 7.87                                                                                     | 0.932                                                                     |
| SNAP23 | 7.84                                                                                     | 0.886                                                                     |
| SRSF10 | 7.73                                                                                     | 0.826                                                                     |
| PPP1CC | 7.72                                                                                     | 0.866                                                                     |
| NUP107 | 7.68                                                                                     | 0.851                                                                     |

**Table S3**

| <b>Electrophysiological properties</b> | <b>Control<br/>(n=10)</b> | <b>shDEK<br/>(n=11)</b> | <b>p value</b> |
|----------------------------------------|---------------------------|-------------------------|----------------|
| <b>Passive properties</b>              |                           |                         |                |
| Resting Membrane Potential (mV)        | -66.97 ± 6.001            | -59.05 ± 8.321          | <b>0.0227</b>  |
| Membrane Capacitance (pF)              | 17.56 ± 3.531             | 16.26 ± 4.573           | 0.4786         |
| $\tau$ ( $\mu$ s)                      | 624.8 ± 124.2             | 682.6 ± 298.5           | 0.5944         |
| Input Resistance (M $\Omega$ )         | 159.4 ± 59.17             | 115.1 ± 24.19           | <b>0.0336</b>  |
| Sag Amplitude (mV)                     | 2.595 ± 1.747             | 9.407 ± 9.321           | <b>0.0495</b>  |
| <b>Active properties</b>               |                           |                         |                |
| Rheobase                               |                           |                         |                |
| Current threshold (pA)                 | 60.00 ± 24.13             | 44.55 ± 22.96           | <b>0.0368</b>  |
| First-spike Latency (ms)               | 48.83 ± 17.35             | 75.53 ± 40.45           | 0.0824         |
| AP waveform                            |                           |                         |                |
| Amplitude (mV)                         | 50.38 ± 6.823             | 54.19 ± 9.196           | 0.1621         |
| Firing threshold (mV)                  | -31.20 ± 2.513            | -26.34 ± 4.144          | <b>0.0046</b>  |
| Half-width (ms)                        | 2.662 ± 0.4964            | 3.158 ± 0.7493          | 0.0930         |
| Max Rise Slope (mV/ms)                 | 52.46 ± 23.79             | 35.81 ± 16.75           | 0.0771         |
| Time to Max Rise Slope (ms)            | 4.880 ± 0.3743            | 5.150 ± 0.2             | 0.0503         |
| Max Decay Slope (mV/ms)                | -21.91 ± 6.245            | -16.79 ± 6.214          | 0.0753         |
| Time to Max Decay Slope (ms)           | 7.320 ± 0.4523            | 7.750 ± 0.718           | 0.1265         |
| <b>Spontaneous Excitatory Input</b>    |                           |                         |                |
| sEPSC amplitude (pA)                   | 26.27 ± 13.44             | 17.44 ± 6.515           | 0.0668         |
| sEPSC Frequency (Hz)                   | 2.667 ± 1.706             | 2.070 ± 0.9253          | 0.3251         |
| sEPSC Charge Transfer (pC)             | 17.97 ± 12.79             | 9.465 ± 6.833           | 0.1971         |

How the deposited data were processed for this re-analysis (not part of the article)

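RNA sequencing of entorhinal cortex (EC) neurons in culture was analysed, with 4 groups of 3 libraries: Dek-silencing hairpin, scrambled hairpin, Dek cDNA and empty vector, each delivered by an adeno-associated virus at 1e+10 genomes per ml. Libraries were made from 200 ng of RNA per well. The replicates are wells of culture, and the records do not say whether wells of one group shared a dissection. The ATAC-seq, in vivo and electrophysiology data of the study were not analysed here, apart from the gene tables of the supplement.

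The deposited file holds estimated counts per gene, made by the authors, who name Salmon, DESeq2 and mm10 in their processing notes, without versions. The paper's methods name fastp, STAR 2.7.1a, mm10, RPKM by edgeR, and DESeq2. The values were not normalized: library totals differed, and 38.6% of the values were not whole numbers. The file holds 24100 genes in 12 columns, all of which were used, and 9 genes had no symbol. The median total was 17562564 in silencing, 17200619 in the scrambled control, 17600637 in overexpression and 18211856 in the empty vector control.

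Estimated counts were rounded to whole numbers. In each comparison of 3 libraries with 3, genes were kept by the filterByExpr function of edgeR, library sizes were scaled by TMM, and genes were tested with the robust quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. CPM stands for TMM-normalized counts per unit of sequencing depth, scaled as edgeR does. The comparisons were silencing against scrambled, overexpression against empty vector, scrambled against empty vector, and the difference between the first 2 responses in a fit of all 12 libraries. Standard errors (SE) are those of the log2FC, and the spread of CPM is the SD over 3 wells.

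Lists of genes, 23 of function and 11 of cell type, were set before the data were examined. They were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists with at least 3 genes tested, and again with an estimated correlation. Overlaps were tested with the Fisher exact test in scipy 1.17.1. The share of list members at an unadjusted p below 0.05 in overexpression was tested after the values had been seen. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

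Genes named in the text follow a rule set before the data were examined, when the values in the paper's tables had been seen. It admits genes that the paper names for these experiments, including the 20 genes with a change in promoter accessibility, Dek and Mapt. It also admits the 10 genes with the largest rise and the 10 with the largest fall in each comparison (adjusted p below 0.05, mean of at least 5 CPM, no overlap between groups), and up to 4 members per direction of each list with the smallest adjusted p, or any member of a list of at most 20 genes. The text names a selection of these genes, and some results for single genes are not reported here.

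Matches to the hairpins were sought in the transcripts and 3′ UTRs of the GENCODE vM21 annotation on GRCm38. The planned seed was the match to bases 2 to 8 of the guide. For each heptamer present in at least 100 genes, the median log2FC of genes with it, after allowance for 3′ UTR length, was compared with that of genes without it. A guide that begins at the base numbered 4, with a seed that pairs with AAGAGGA, was added after the values of all heptamers had been seen. In the in vivo table, heptamers present in at least 20 genes were compared, and 100000 permutations were made within 5 groups of 3′ UTR length.

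Alternatives were size factors of DESeq2 1.42.0, scaling by library size, the DESeq2 Wald test, limma-voom, no filter on low counts, at least 5 CPM in 3 libraries, all 12 libraries in one fit, the replicate number as a block, each library left out in turn and a log2FC beyond 1. A correction for GC content and transcript length, possible for 20307 genes, was added after the data had been seen. Where leaving out a library left 2 wells in a group, edgeR pooled the spread over both groups.

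The main test was tested on simulated data, drawn with the means, library sizes and dispersions of each comparison, with changes put into 200 genes. It recovered 40.3%, 80.6% and 98.5% of changes of 1.3-, 2- and 4-fold in silencing, 46.3%, 83.6% and 97.0% in overexpression, and 46.3%, 88.1% and 97.0% between the controls. The false share of the calls was 7.59%, 8.48% and 12.0%. In the real data 7790 genes were called in silencing, 1 in overexpression and 6072 between the controls. The shares recovered depend on how many genes change, so they need not hold at these numbers. TMM scaling was not tested with more than 200 genes changed. Of 5 heptamers given a shift of −0.20, the medians recovered lay between −0.20 and −0.16, and 3 ranked lowest of all heptamers.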

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

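The results of this part lie in data or genes that the paper does not discuss, which is why they were taken up. The tests of the in vivo table, of AAGAGGA between the controls, of genes without a seed match, of GC content and transcript length and of Y-linked transcripts, and the splits of the list tests and of the difference between responses, were chosen only after the result was seen.

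Silencing changed 7790 genes, and the 873 genes with AAGAGGAA in the 3′ UTR had a median log2FC of −0.36 (53.0% lower, 11.9% higher) against 0.05 in 7616 genes without AGAGGA. The seed of the guide as designed did not account for this: the 1447 genes with its match AGGATCT differed by 0.022 in median (percentile 52.8 of 15866 heptamers). An effect of the scrambled hairpin did not account for the silencing calls as a set. Empty vector against scrambled had medians of 0.040 over the lower genes and −0.053 over the higher genes. Of these genes, 20.3% and 17.5% were called there in the same direction as in silencing, and 31.5% and 24.5% in the opposite direction. For part of the genes such an effect stays open, because the 2 controls also differ in vector and may differ in culture. A guide that begins at the base numbered 4 stays open: AAGAGGA, the match to its seed, had the lowest difference of all heptamers (−0.17, 2142 genes), and in the paper's in vivo table it lay in 38.1% of 113 lower and 10.3% of 126 higher genes (one-sided Fisher exact p = 3.2e-07, lowest of 9392 heptamers; permutation p = 1e-05 within groups of 3′ UTR length, the smallest that the permutations can give). Between the controls, neither of which held the Dek hairpin, the difference was 0.02 (percentile 63.9). These heptamer differences allow for 3′ UTR length. Without that, genes with AAGAGGAA were also lower in scrambled than in empty vector libraries. Their median was −0.096 (35.4% lower, 12.8% higher), against 0.047 (17.7% lower, 25.2% higher) in genes without AGAGGA. Once length was allowed for, the medians were 0.031 and 0.012 between the controls and −0.31 and 0.028 in silencing. With 1 hairpin and no rescue among these libraries, a natural regulator of the word and a secondary effect of the loss of Dek were not tested, so part of the silencing response may come from the hairpin and not from Dek.

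Of the 7616 genes with no AGAGGA in the 3′ UTR, 53.2% changed (24.1% lower, 29.1% higher), which a seed match in 3′ UTRs does not account for. Egr1, Npas4 and Podxl2 are among them (log2FC = −1.86, −2.02 and −2.28). Loss of Dek, effects downstream of transcripts lowered through the seed, and a general response to the hairpin remain, and these libraries do not separate them.

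The scrambled and empty vector controls, which the paper does not compare, differed in 6072 of 14096 genes (2996 higher and 3076 lower in scrambled, 398 beyond a log2FC of 1). The seed of the scrambled guide did not account for this (difference 0.021), and a trend with GC content or transcript length was not the whole cause, as 3323 of these calls (54.7%) were left after correction, which called 4348 in all. Cultures from different embryos stay open: Y-linked transcripts summed to at most 60.5 CPM in the 6 hairpin libraries and at least 93.2 CPM in the other 6 (exact permutation p = 0.0022, 924 regroupings). Of 6049 of these calls, 67.2% were also called in the same direction between silencing and overexpression libraries, which share no library with that comparison, and 9.41% in the opposite direction. The vectors differ in the same way as the cultures, so the share of each cannot be told, and no biological explanation was tested other than the share of glial and vascular cells.

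Of 25 p53 target genes, 16 rose and 1 fell in Dek-silenced neurons (the same adjusted over the list alone; camera, adjusted p = 0.0011, and adjusted p = 0.60 with an estimated correlation), among them Pmaip1 (log2FC = 2.07, SE 0.12), Phlda3 (1.88, SE 0.11), the cell cycle inhibitor Cdkn1a (1.38, SE 0.07) and Ccng1 (1.34, SE 0.07). Of 24 cholesterol synthesis genes, 13 fell and 0 rose (12 and 0 adjusted over the list alone; camera, adjusted p = 0.0088, and adjusted p = 0.89 with an estimated correlation), among them Sqle (−1.46, SE 0.07), Stard4 (−1.19, SE 0.11, and −2.01, SE 0.11, against the empty vector control) and Srebf2 (−0.67, SE 0.05), with AAGAGGA in the 3′ UTR of 4 of the 13, Sqle included.

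The 10 ways to split 6 libraries into 3 and 3 are too few for a share under 0.05. The real groups gave 7790 genes in silencing (highest other split 0, 1 of 10 splits as high), 6072 between the controls (highest other 0, 1 of 10), 1 in overexpression (highest other 1, 3 of 10) and 8 lists in silencing (highest other 12, 4 of 10). For the difference between the responses, 6287 genes were called in the real groups and at most 5163 in any other of 40 drawn splits of the 12 libraries, so 1 of 40 splits, the real one, was as high. These splits were not kept within the virus pairs, whose libraries differ by themselves, so this share cannot decide on chance.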

How the results depend on the processing

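All alternatives were set before the data were examined, except the correction for GC content and transcript length and the guide that begins at the base numbered 4, which were chosen after seeing the data. The cause of each change was not tested.

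With a log2FC beyond 1, 1499 genes were left in silencing and 398 between the controls. In overexpression the count of 1 became 4 with DESeq2, 7 without a filter on low counts, 4 with the GC correction, and 1 to 7 leaving out single libraries. The lists called in silencing (8) became 0 with an estimated correlation, 5 with library size only, 3 with at least 5 CPM and 4 to 10 leaving out single libraries. With an estimated correlation 0 lists were left in overexpression and 0 between the controls. The seed difference of 0.02 in silencing became −0.17 for the guide that begins at the base numbered 4.

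The medians in overexpression of genes called in silencing ranged, leaving out single libraries, from −0.0013 to 0.022 for the lower and from −0.020 to −0.0029 for the higher genes. They passed the test only without overexpression replicate 2 (adjusted p = 0.048, range 0.048 to 0.91).

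The sign of single genes, or the direction of the camera test of lists, turned in results that had not passed the test, with 1 exception. For lists the median is given, which can keep its sign when the direction turns. In silencing these were Tob1 (0.034 with library size only), Camsap1 (0.046 with library size only, 0.063 with the GC correction), 4930526I15Rik (−0.50 to 0.085 leaving out single libraries) and the medians of astrocyte markers (0.085 with library size only, −0.029 with the replicate block, −0.17 to 0.26 leaving out single libraries), calcium channel genes (−0.031 to 0.051) and autophagy genes (0.011 to 0.061). In overexpression they were Mapt (−0.013 to 0.034 leaving out single libraries) and the medians of axon guidance genes (−0.0065 with DESeq2 size factors, −0.0036 with the replicate block, −0.025 to 0.030), LTP genes (−0.012 to 0.041), microtubule genes (−0.021 to 0.012) and, the exception, ribosomal protein genes (−0.00069 to 0.088). Between the controls they were Dek (0.0028 with the GC correction) and the medians of oligodendrocyte precursor markers (0.69 with at least 5 CPM, −1.15 to −0.44 leaving out single libraries) and microglia markers (0.34 with the replicate block, 0.40 to 1.16). In silencing the medians of immediate early genes (−0.38 to 0.073), sodium channel genes (−0.29 to 0.061), HCN genes (−0.064 to 0.096) and axon guidance genes (−0.10 to 0.077) crossed 0 under some setting while the direction of the test did not turn.

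The replicate numbers did not pair the wells: deviations from the group means correlated at 0.30, 0.13 and 0.07 between silencing and scrambled wells of the same number, and below 0 in the other comparisons. With the replicate block 8620 genes were called in silencing, 1 in overexpression, 4897 between the controls and 6647 for the difference between the responses. The oligodendrocyte precursor markers passed camera in silencing with the replicate block (adjusted p = 0.017).

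Of 128 genes chosen under the naming rule and followed in silencing through the settings, the GC correction included, 123 were called, and 113 of these under every setting. In overexpression 1 of 11 was called, under every setting, and between the controls 13 of 15, of which 11 under every setting. Tests of gene lists (43 pairs of a list and a comparison) under settings set before the data were examined gave 470 results, of which 393 stayed the same, 45 became weaker, 6 stronger and 26 turned in direction.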

Differences from the paper's values

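For Dek in overexpression the paper gives a log2FC of 1.79 in its text, and the value here was 1.89 (SE 0.08). Of the alternatives set before the data were examined, those without empty vector replicate 1 and without overexpression replicate 1 came within the error of the paper's text value, and the other 12 did not. The value in the paper's supplement, 1.905, did not differ from that found here.

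The paper's supplement lists 9 genes at a false discovery rate below 0.05 in overexpression, and 1 gene, Dek, was called here by edgeR at that threshold, with 930 genes at an unadjusted p below 0.05, 4 called by DESeq2 and 1 by limma-voom. The alternatives set before the data were examined that came within 1.5 times the paper's count were no filter on low counts (7), without empty vector replicate 1 (7) and without overexpression replicate 2 (6), and the other 12 did not. Of the paper's genes, Cck was called by DESeq2, without a filter on low counts and without overexpression replicate 2, Wif1 by DESeq2 and without empty vector replicate 1, Nptx2 by DESeq2 and without a filter, Git1 without overexpression replicate 2 and Hunk without a filter. Cck was also called after correction for GC content and transcript length, which was chosen after the values were seen and under which the paper's other 7 genes beside Dek did not pass. Ssbp2, Iqsec3 and Fat1 were called under none.

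The paper shows Nr4a1 among the changed immediate early genes. Here it was at −0.79 (SE 0.27) with an adjusted p of 0.051 by edgeR, and it was called by DESeq2, by limma-voom, with at least 5 CPM in 3 libraries, with all 12 libraries in one fit, with the replicate block, without scrambled replicate 2 and without silencing replicate 1. Against the empty vector control Nr4a1 was at −1.76 (SE 0.15, edgeR adjusted p = 1.3e-05). The other 10 genes of that figure were called here against the scrambled control.

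The paper states that autophagy was among the downregulated pathways in silencing. Of 54 autophagy genes here, 16 fell and 15 rose. The paper's statement rests on a pathway analysis of its changed genes, which was not repeated here. A count over a list of core genes is a different measure and does not test that statement.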

Other observations

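In Dek-silenced neurons no list passed camera with an estimated correlation, so the groups below rest on the preset correlation and on their single genes. Of 78 cytosolic ribosomal protein genes, 34 fell, among them Rpl28 (log2FC = −0.82, SE 0.08, and −0.39, SE 0.09, against the empty vector control), and 2 rose (33 and 2 adjusted over the list alone; camera, adjusted p = 0.013, and adjusted p = 0.89 with an estimated correlation; 7 of 11 alternatives, 0.00054 to 0.89). The list was higher in scrambled than in empty vector libraries (63 of 78 genes, below). Of 21 interferon response genes, 9 rose, among them Oasl2 (2.71, SE 0.34) and Ifit2 (1.34, SE 0.15), and 1 fell (9 and 1 adjusted over the list alone; adjusted p = 0.073, and 0.038 without silencing replicate 1, in a range from 0.038 to 0.63). Mapt, which encodes tau, was at 0.12 (SE 0.05, adjusted p = 0.041) in silencing, a call kept in 9 of 15 alternatives (0.0014 to 0.14), at −0.02 (adjusted p = 0.71) against the empty vector control and at 0.01 (SE 0.04, adjusted p = 0.97) in overexpression. The difference between its responses to silencing and to overexpression, 0.13, did not pass the test (adjusted p = 0.12). Of the results in this part, the genes that follow the pair of viruses were chosen only after the result was seen.

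In Dek-overexpressing neurons Dek was the 1 gene that passed the test. Ribosomal protein genes lay above control (median 0.06, 5 of 78 higher at an unadjusted p below 0.05; camera, adjusted p = 0.0025, and adjusted p = 0.83 with an estimated correlation), but not without empty vector replicate 1 (adjusted p = 0.34) or overexpression replicate 2 (0.49). GABAergic neuron markers lay below it (median −0.13, 3 of 10 lower at an unadjusted p below 0.05; adjusted p = 0.0025, and adjusted p = 0.62 with an estimated correlation; 0.064 without overexpression replicate 3). No member of these 2 lists passed edgeR, limma-voom or DESeq2, nor did any adjusted over the list alone.

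The scrambled and empty vector controls differed in gene lists by camera with the preset correlation, and in 0 lists with an estimated correlation. In scrambled, 63 of 78 ribosomal protein genes were higher and 0 lower (67 and 0 adjusted over the list alone; adjusted p = 2.6e-11, and adjusted p = 0.63 with an estimated correlation), as were 26 of 48 lysosome genes with 4 lower (29 and 5; 0.00047 and 0.63) and 8 of 10 GABAergic neuron markers, Dlx1 among them (0.66, SE 0.07), with 1 lower (8 and 1; 0.0058 and 0.63). Lower were 10 of 14 GABA-A receptor genes with 1 higher (10 and 1; 0.00047 and 0.63), 34 of 68 axon guidance genes with 8 higher (36 and 8; 0.00047 and 0.63), 27 of 60 LTP genes with 9 higher (28 and 10; 0.022 and 0.63), 29 of 69 potassium channel genes with 14 higher (30 and 14; 0.040 and 0.63, kept in 7 of 11 alternatives) and 12 of 36 immediate early genes with 0 higher (11 and 0; 0.016 and 0.70, kept in 8 of 11). Reln, a marker of Cajal-Retzius cells that the paper uses to label ECII neurons, was also higher (0.67, SE 0.05). Its level therefore does not point to a single cell type. The second p of each pair of p is the adjusted p with an estimated correlation. Of 8 glutamatergic neuron markers 4 were lower and 0 higher (the same adjusted over the list alone; adjusted p = 0.066). That list passed camera in 2 of 11 alternatives, without empty vector replicate 3 (adjusted p = 0.033) and without scrambled replicate 3 (0.047).

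Uhmk1 (−1.96, SE 0.07), Lmbrd2 (−2.03, SE 0.10) and Tenm1 (−1.80, SE 0.08) were among the genes that were lowest in scrambled against the empty vector, and Tuba1c (5.04, SE 0.15), Slc7a11 (2.09, SE 0.10) and Cxcl14 (1.75, SE 0.10) among the highest. Several genes followed the pair of viruses rather than Dek. Tuba1c had a mean of 62.4 CPM in silencing, 87.9 in scrambled, 3.02 in overexpression and 2.71 in empty vector libraries, H2-D1 47.3, 38.0, 4.63 and 6.57, H2-T10 7.87, 7.98, 1.00 and 1.07, and Fggy 3.74, 3.25, 0.13 and 0.21. Ttr had 53.5, 23.2, 0.074 and 0.15 in the same order, with 13.4 to 115 CPM among the silenced wells. Plxnd1 stood apart, with 280, 68.1, 215 and 217.

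A change in the share of all glial and vascular cells together, a test set before its values were seen, was not decided as a cause of the difference between the controls. Astrocyte markers and those of pericytes and fibroblasts had medians in different directions, but neither list passed camera (limma, adjusted p = 0.14 and 0.16). The astrocyte list passed in 1 of 11 alternatives, without scrambled replicate 1 (median 0.86, adjusted p = 0.0052). The pericyte and fibroblast list passed in 0 of 10. The lists had a median log2FC of 0.62 for astrocytes, −0.87 for oligodendrocyte precursors, −0.16 for oligodendrocytes, 0.34 for microglia (mean −0.02), −0.091 for the 1 endothelial gene tested and −0.56 for pericytes and fibroblasts. Of these, 2 of 9 astrocyte markers were higher by edgeR over all genes and 0 adjusted over the list alone, and 3 of 6 pericyte and fibroblast markers were lower, also adjusted over the list alone. Of 5 precursor markers 1 was higher and 0 lower (the same adjusted over the list alone; mean −0.33, median 0.69 with at least 5 CPM), so their median gives no direction. A change in the share of these cells together, or of a single cell type, stays open.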
